# Chronic social defeat alters brain vascular-associated cell gene expression patterns leading to vascular dysfunction and immune system activation

**DOI:** 10.1186/s12974-023-02827-5

**Published:** 2023-06-28

**Authors:** Joshua D. Samuels, Madison L. Lotstein, Michael L. Lehmann, Abdel G. Elkahloun, Subhadra Banerjee, Miles Herkenham

**Keywords:** Single-cell RNA sequencing, Cerebrovasculature, Psychosocial stress, Vascular repair, Immune activation

## Abstract

Brain vascular integrity is critical for brain health, and its disruption is implicated in many brain pathologies, including psychiatric disorders. Brain-vascular barriers are a complex cellular landscape composed of endothelial, glial, mural, and immune cells. Yet currently, little is known about these brain vascular-associated cells (BVACs) in health and disease. Previously, we demonstrated that 14 days of chronic social defeat (CSD), a mouse paradigm that produces anxiety and depressive-like behaviors, causes cerebrovascular damage in the form of scattered microbleeds. Here, we developed a technique to isolate barrier-related cells from the mouse brain and subjected the isolated cells to single-cell RNA sequencing. Using this isolation technique, we found an enrichment in BVAC populations, including distinct subsets of endothelial and microglial cells. In CSD compared to non-stress, home-cage control, differential gene expression patterns disclosed biological pathways involving vascular dysfunction, vascular healing, and immune system activation. Overall, our work demonstrates a unique technique to study BVAC populations from fresh brain tissue and suggests that neurovascular dysfunction is a key driver of psychosocial stress-induced brain pathology.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-023-02827-5.

## Introduction

The brain houses one of the most extensive vascular networks in the body. Uniquely, the cerebrovasculature is lined by a tightly regulated cellular structure, termed the blood–brain barrier (BBB), that prevents the direct interaction between the blood and the brain parenchyma [1]. In addition to the BBB, the blood-cerebrospinal fluid barrier separates blood from the cerebrospinal fluid (CSF) [1], and the arachnoid blood-cerebrospinal fluid barrier separates dural fenestrated blood vessels from the CSF in the subarachnoid space [2]. Brain-vascular barriers are a complex landscape with many different cell types contributing to their properties. For example, the well-studied BBB consists largely of brain endothelial cells—arterioles, capillaries, and venules which display unique tight junctions; vascular-associated mural cells—pericytes, smooth muscle cells, and fibroblasts; vascular-associated parenchymal cells—microglia, astrocytes, and neurons; and immune cells—resident perivascular macrophages [3–6]. Collectively, these brain vascular-associated cells (BVACs) constitute the neurovascular unit and have been shown to influence neuronal functioning within the brain parenchyma [7]. Dysfunction of brain-vascular barriers, most notably the BBB, is implicated in multiple neuropathologies, including stroke [8, 9], neurodegenerative diseases [10], aging [11, 12], traumatic brain injury [13, 14], and psychiatric disorders [15, 16]. Therefore, a better understanding of the BVAC landscape in health and disease is of high clinical and therapeutic importance.

To better understand the function of distinct cellular populations in brain homeostasis and pathology, single-cell RNA sequencing (scRNAseq) has emerged as a powerful way to assess the transcriptional profile of individual cells. Multiple recent studies have used scRNAseq to profile the mouse brain, including the neurovasculature, in homeostasis and disease states [17–19]. Yet, interrogating the subtle changes in BVACs in these studies has proven challenging due to difficulties surrounding their isolation and resulting low BVAC yields. Isolation methods like laser capture microdissection, magnetic bead isolation, and fluorescence-activated cell sorting have increasingly been used to isolate brain barriers [20–23], but these methods can be technically challenging and struggle to produce yields that represent the cellular complexity of brain barriers. The need for the development of techniques to isolate and enrich for BVACs is critical to understanding their complex roles in the brain.

Our interest in the brain-vascular interface arose from our studies indicating that chronic psychosocial stress in mice led to isolated incidences of BBB breakdown, manifested as microbleeds, and subsequent repair after stress cessation [24, 25]. These events appear to explain, in part, immune activation in the brain and periphery and correlate with increased depressive- and anxiety-like behaviors [26–28]. We hypothesized that cerebrovascular incidents, and resulting changes to BVAC populations, might occur also in human psychiatric diseases, notably those associated with psychosocial stress. Psychiatric disorders have complex etiologies. Their pathogenesis is driven by an intertwined set of biological, genetic, and environmental factors, and how these factors converge to contribute to pathology is still largely unknown. Affective disorders, like major depressive disorder (MDD), carry a large personal and societal disease burden, motivating the need for discoveries with the potential to inform therapeutic treatments. Recently, studies have identified brain-barrier dysfunction, most notably BBB disruption, as a player in MDD pathogenesis [29].

Psychosocial stress contributes to both MDD [30, 31] and vascular-related comorbid conditions such as hypertension and vascular disease [32, 33]. In animals, psychosocial stress can be studied using the chronic social defeat (CSD) paradigm, which carries validity [34] in modeling the effects of similar human stressors [35–38]. Mice subjected to CSD show depressive-like, anxiety-like, and asocial behaviors [36, 39]. While the cellular and mechanistic underpinnings for these changes are not well characterized, neuroinflammation, immune system involvement, and cerebrovascular dysfunction may be contributing factors. Notably, CSD causes an elevation of peripheral inflammatory cytokines [40–43], which may act on the brain vasculature and contribute to BBB breakdown and leakage of blood components like fibrin(ogen) into the brain [24, 43, 44]. We have proposed that leaked blood products may contribute to brain inflammation [24, 27] and microglial-mediated breakdown of the extracellular matrix and BBB [26] seen in CSD. These associations suggest that brain barrier disruption may be a critical driver of psychosocial stress-induced pathology. Yet, it is largely unclear how psychosocial stress impacts the complex cellular milieu of brain barriers.

To this end, we developed a novel method to isolate and enrich for BVACs from fresh mouse brains and compared BVAC transcriptional profiles between CSD and non-stress, home-cage (HC) conditions. Using anti-CD31 tagged magnetic microbeads followed by mechanical and enzymatic dissociation steps, we recovered multiple vascular, mural, and immune cell populations. scRNAseq confirmed the identities of these cell populations, including multiple transcriptionally distinct endothelial cell and microglia populations. Although BVAC ratios were unchanged between the HC and CSD conditions, CSD induced transcriptional changes in BVAC populations related to brain-barrier breakdown, vascular repair, and immune system activation. Thus, neurovascular dysfunction and immune signaling may play key roles in psychosocial stress-induced neuropathology.

## Methods

### Animals

All procedures were approved by the National Institute of Mental Health Institutional Animal Care and Use Committee and conducted in accordance with the National Institute of Health guidelines. Experimental procedures were performed using 12–14-week-old male C57BL/6 and male CD-1 retired breeders (Charles River Laboratories). All animals were pair-housed in pathogen-free conditions in a 12-h reversed light/dark cycle (lights off at 9:00 AM). Food and water were provided ad libitum.

### Chronic social defeat (CSD)

CSD was used to model the effects of chronic psychosocial stress in mice. C57BL/6 mice were randomly assigned to CSD (n = 8) or home cage (HC, n = 8) conditions. As conducted previously [25, 45], an experimental C57BL/6 mouse was housed for 14 days in the home cage of a novel, aggressive CD-1 mouse. The mice were separated by a perforated, transparent acrylic partition allowing for continuous olfactory, visual, and auditory sensory exchange between the animals. The partition was removed for 5 min each day to allow for agonistic encounters between the mice. Daily defeat encounters were closely monitored to ensure that reliable defeats occurred [39]. To minimize wounding during the encounters, the mandibular incisors of the CD-1 mouse were trimmed. If observable defeats did not occur, the experimental C57BL/6 mouse was transferred to the home cage of a novel aggressive CD-1 mouse, and agonistic encounters were allowed to occur for 5 min. Experimental animals in the HC condition were pair-housed for 14 days with a CD-1 mouse permanently separated from it by an acrylic partition.

### Social interaction (SI) test and behavioral analysis

Testing was conducted as previously described [24, 26]. Briefly, experimental C57BL/6 mice were placed in a 50 × 50 cm open field arena containing two perforated acrylic cylinders (10 cm diameter) centered in opposite quadrants. An acclimation trial was conducted prior to the testing trial in which both cylinders were empty. For the testing trial, a novel CD-1 mouse was placed inside one of the cylinders while the other remained empty. In both trials, experimental mice were placed in the center of the open field and allowed to explore for 5 min. Time spent investigating each cylinder was recorded from above and analyzed using TopScan (CleverSys Inc., Reston, VA). The SI quotient was calculated by dividing the time spent investigating the cylinder containing the CD-1 mouse by the time spent investigating the empty cylinder. Lower scores indicated asocial behavior.

C57BL/6 mice (n = 22) were phenotyped prior to the start of the study (Fig. 1a). Of the 22 mice, five mice were removed from the study due to low SI scores and one mouse was removed due to excessive time spent not interacting with the target cylinders (Additional file 1 Fig. S1). The remaining mice (n = 16) were randomly assigned into the experimental housing conditions (HC; n = 8, CSD; n = 8). All mice were phenotyped again 2 days prior to tissue harvest (CSD or HC day 12). Efficient CSD was confirmed in all 8 CSD mice as measured by reduced SI quotients compared to HC mice (Unpaired T-test with Welch’s correction, t = 5.22, p = 0.001, Fig. 1b). Heatmap tracing confirmed reduced social interaction in the CSD mice (Fig. 1c). For the CSD group, phenotyping occurred 20 h after the defeat exposure on the previous day. All phenotyping was conducted in the dark phase of the light cycle under dim red lighting (approximately 40 lx). Animals were acclimated to the behavioral testing room for at least 60 min prior to testing.

**Fig. 1:**
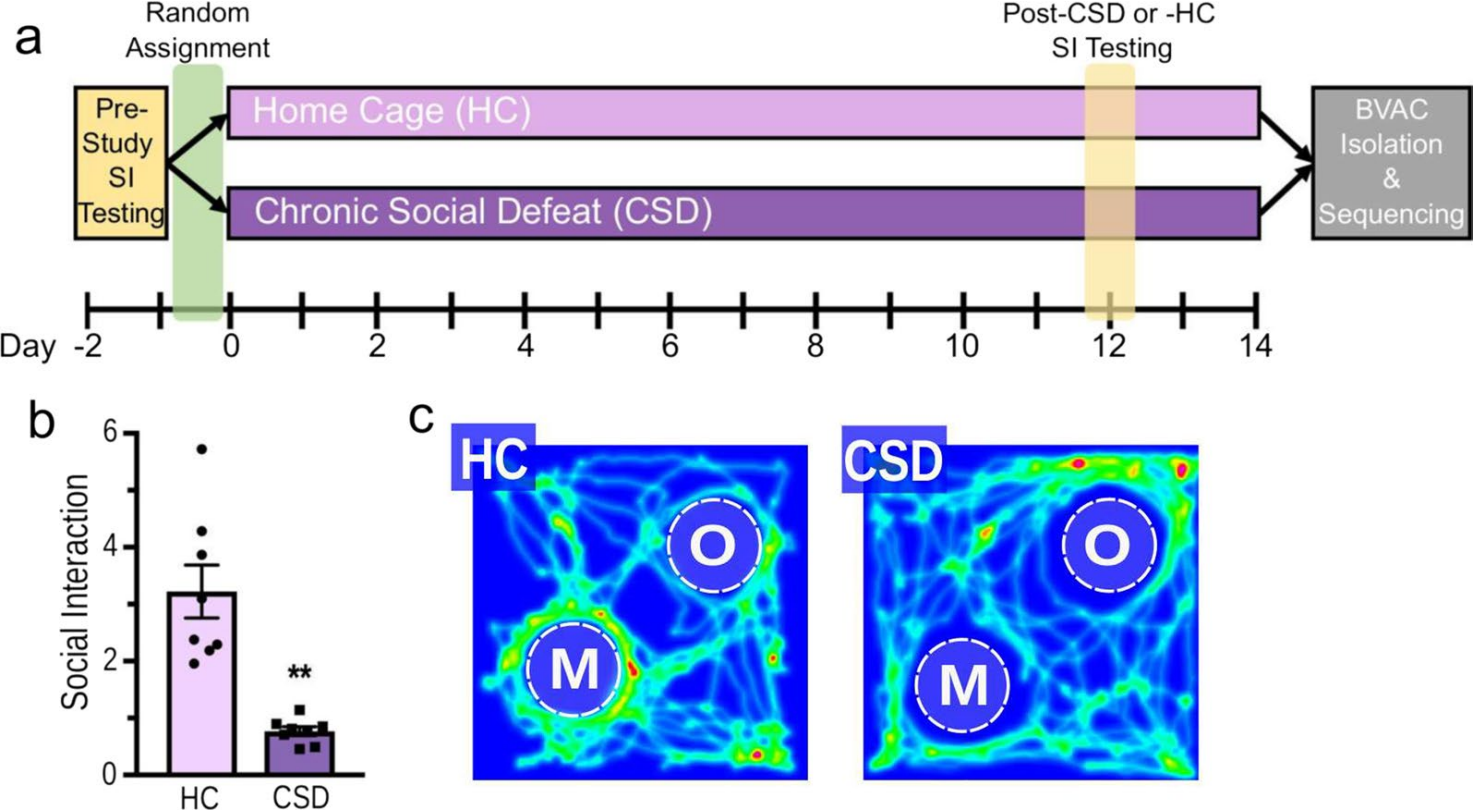
Chronic social defeat (CSD) results in reduced sociability. **a** The experimental timeline. **b** CSD-exposed mice showed significant reductions in social exploration in the social interaction (SI) test. The SI quotient was calculated by dividing the time spent investigating the cylinder containing the CD-1 mouse by the time spent investigating the empty cylinder. **c** Representative heat maps of social interaction behavior for CSD and HC mice in the SI task. *N* 8 per group, **p 0.001, *Error* *bars* standard error of the mean, *CSD* chronic social defeat, *HC* home cage, *SI* social interaction, *M* mouse, *O* object

### Brain vascular-associated cell (BVAC) isolation

One day prior to tissue collection and neurovascular cell isolation, Dynabeads (referred to “beads” onward; Invitrogen, 11203D) were resuspended by tilting and rotating the vial for 5 min and 50 µl/brain were transferred to a clean Eppendorf tube containing 1 ml of 1X phosphate buffered saline (PBS) with 1% bovine serum albumin (BSA; Jackson ImmunoResearch, 001-000-162) and 2 mM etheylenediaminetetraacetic acid (EDTA; 0.5 M pH 8.0, Invitrogen AM9260G; full solution referred to as “washing medium” onward). The beads were washed by placing the tube on the DynaMag (Invitrogen DYNAL Bead Separator; referred to as “magnet”) for 1 min and discarding the supernatant. The tube was removed from the magnet and the beads were resuspended in the volume of washing medium equivalent to the beads (50 µl/brain). Ten microliters of CD31 antibodies (0.5 mg/µl; BD Biosciences, 553370) per brain were added to the tube. CD31 is a adhesion marker specifically found on endothelial cells within the brain and has been historically used to isolate brain endothelial cells [46]. The beads and antibodies were allowed to incubate overnight at 4 °C with gentle inversion using a carousel rotating shaker to allow for conjugation. While the overnight conjugation method was conducted for this study, the bead and antibody conjugation steps can also be performed as above on the day of tissue harvest and neurovascular isolation with a 1 h incubation and conjugation at room temperature.

On the day of brain harvest prior to brain collection, the tube containing the conjugated beads and CD31 antibodies was placed on the magnet for 1 min, and the supernatant was discarded. The beads were washed by removing the tube from the magnet, adding 1 ml of washing medium, placing the tube back on the magnet, and discarding the supernatant. The final conjugated beads were resuspended in 50 µl of washing medium per brain, maintained at room temperature, and used later in the isolation procedure. Additionally, collagenase II (Worthington, LS004176) was thawed to room temperature and an aliquot of Dulbecco’s Modified Eagle Medium (DMEM; 3 ml per brain; Gibco, 10,569–010) was brought to 37 °C in an incubator.

Stressed and non-stressed C57BL/6 mice were anesthetized with isoflurane and rapidly transcardially perfused with 24 ml of ice cold 1X PBS. Brains were removed and transferred into individual pre-chilled 15 mL conical tubes containing 10 ml of 1X PBS at 4 °C. Each brain was transferred to a sterile petri dish where the cerebellum, striatum, brainstem, olfactory bulbs, and extraneous white matter were removed using a sterile blade. The remainder of each brain was chopped with a sterile blade until no large pieces were visible. The chopped brains were transferred to individual 5 ml polystyrene round-bottom tubes using 3 ml of 37 °C DMEM with a cut p1000 pipette tip. No RNAse inhibitors were used during the isolation procedure. Twenty microliters of collagenase II (1 mg/ml) were added to each tube, mixed until the suspension passed smoothly through the tip of a cut p1000 pipette tip, and incubated for 10 min at 37 °C with gentle rotation. Each suspension was transferred to a new 15 ml conical tube using an additional 12 ml of room temperature DMEM. The samples were centrifuged at room temperature for 5 min at 300*g* and the liquid was aspirated. The remaining pellet was resuspended in 3 ml of room temperature DMEM and divided equally in three clean 1.5 ml Eppendorf tubes. The final conjugated beads (see above) were mixed via gentle pipette trituration and 15 µl of the conjugated beads were added to each sample-containing Eppendorf tube. The tubes containing the suspension and conjugated beads were allowed to incubate for 30 min at room temperature with gentle inversion using a carousel rotating shaker.

Following incubation, the tubes were placed on the magnet for 2 min, and the supernatant was removed and collected. The beads were washed 2 times by removing the tubes from the magnet, resuspending the beads in 1 ml of room temperature DMEM, triturating the suspension 5 times with a pipette, and placing back on the magnet for 2 min, each time removing and collecting the supernatant. This supernatant was pooled by condition and further processed in tandem with the bead-containing neurovascular samples as a negative control containing non-neurovascular cells. Following the final wash, the pellets from each triplicate of tubes per brain were pooled by resuspending the first pellet in 1 ml of room temperature DMEM and using the resuspension to resuspend and transfer the second and third pellets to a new Eppendorf tube. An additional 0.5 ml of DMEM was used to wash each triplicate of tubes to ensure a complete transfer. The pooled tubes were placed on the magnet for 2 min, the supernatant was removed, and the beads were resuspended in 1 ml of room temperature DMEM. Twenty microliters of collagenase II (3 mg/ml) were added to each tube, mixed by passing the suspension 10 times through a sterile 20 g needle attached to a sterile 1 ml syringe without creating bubbles, and incubated for 10 min at 37 °C with gentle rotation. The tubes were placed on the magnet for 2.5 min, and the supernatant was removed and collected in a new 15 ml conical tube. The beads were washed 3 times by removing the tubes from the magnet, resuspending the beads in 1 ml of room temperature DMEM, and placing the tubes back on the magnet for 2.5 min. For each wash, the supernatant was removed and collected in the corresponding 15 ml tube.

Each tube was filled to 5 ml with room temperature DMEM and subject to centrifugation at 4 °C for 5 min at 300 g. Samples were kept on ice or at 4 °C for the remaining steps. The liquid was aspirated, and each pellet was resuspended in 1080 µl of Hank’s buffered salt solution (HBSS; Gibco, 14025092) with 0.1% BSA and 2 mM EDTA (referred to as “HBSS/BSA/EDTA” onward). One-hundred twenty microliters of Myelin Removal Beads (Miltenyi Biotec, 130-096-733) were added to each tube and incubated for 15 min at 4 °C with no agitation. Each tube was filled to 5 ml with HBSS/BSA/EDTA, subject to centrifugation at 4 °C for 5 min at 300*g*, and resuspended in 1 ml of HBSS/BSA/EDTA. Two LS columns (Miltenyi Biotec) per sample were prepared by rinsing each with 3 ml of HBSS/BSA/EDTA on a magnet. Half of the pellet resuspension was passed through each column pair and the eluent was collected in new 15 ml conical tubes. The columns were washed 2 times with 1 ml of HBSS/BSA/EDTA, collecting the eluent each time. The eluents were combined into a single tube, subject to centrifugation at 4 °C for 5 min at 300*g*, and resuspended in 500 µl of HBSS with 0.1% BSA. Each sample was passed through and collected in a 5 ml polystyrene round-bottom tube with a 35 µm cell strainer cap (Falcon, 352,235). Each sample was further filtered through a 20 µm filter (Miltenyi Biotec, 130-101-812) and collected in a new 5 ml polystyrene round-bottom tube. The final filtered samples enriched for neurovascular-associated cells from 4 samples of the same condition and balanced SI scores were pooled and submitted for sequencing as an individual sample. Two replicate samples for each condition were submitted for sequencing.

### Single-cell RNA sequencing (scRNAseq)

Cell number and viability were checked with a Luna-FX7 (Logos Biosystems) cell counter. For scRNA-seq, gel bead-in-emulsions were prepared by loading up to 10,000 cells per sample onto the Chromium Chip G (10 × Genomics 1000073) and run using the Chromium Controller (10 × Genomics). cDNA libraries were generated with Chromium Single Cell 3′ GEM, Library and Gel Bead Kit V3.1 (10 × Genomics). Libraries were sequenced using the NextSeq 500/550 High Output Kit v2.5 (Illumina) on an Illumina NextSeq 550 sequencer. CellRanger version 6.0 (10 × Genomics) software was used for demultiplexing and generating the h5 files that were subsequently used by downstream analysis.

### Bioinformatic analysis

Data processing occurred using Seurat (version 4.0.2) and a custom R pipeline. Briefly, quality control and filtering were performed to remove cells containing a low number of reads (< 500 UMI) and genes (< 250 genes) and > 25% mitochondrial reads. Additionally, cells containing a low complexity score (< 0.8 log_10_GenesPerUMI) were removed. While doublets are often recovered in single-cell studies of vascular cells, we did not detect cells with abnormally high counts or genes, a common indicator of possible doublet contamination [47]. This suggests that our isolation method performed exceptionally well at dissociating closely connected neurovascular cells into a single cell suspension. 

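The number of UMIs per cell bears on doublets, since a droplet with 2 cells holds the mRNA of both. After filtering, the largest number of UMIs in a cell was 52460 in CSD library 1, 61245 in CSD library 2, 55971 in HC library 1 and 33986 in HC library 2. Of the barcodes that the complexity filter (log10 genes per log10 UMIs of at least 0.8) removed, 2 of 4 in CSD library 1, 14 of 15 in CSD library 2, 22 of 26 in HC library 1 and none in HC library 2, where it removed no barcode, held 5000 or more UMIs, so that most of what this filter removed were deep barcodes. Scrublet, a program that scores each cell against simulated doublets, marked 7 cells of CSD library 1 (0.172%), 15 of CSD library 2 (0.591%), 29 of HC library 1 (1.03%) and 73 of HC library 2 (1.48%). The score above which it marked a cell was set by the program in each library, at 0.552 in CSD library 1 against 0.319 in CSD library 2, 0.322 in HC library 1 and 0.316 in HC library 2, so that the marking was strictest in CSD library 1. Marked cells were kept in the analysis, since the paper's text names no doublet caller.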

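The deposited matrices hold every barcode of a library, most of them empty droplets. At least 500 UMIs were found in 7610 barcodes of CSD library 1, 9920 of CSD library 2, 4952 of HC library 1 and 9752 of HC library 2. Asking for at least 250 genes as well left 6476, 7761, 4233 and 8773 barcodes in the same order. The limit of 25% mitochondrial UMIs removed the most from CSD library 2, where 2553 barcodes were left, against 4079 in CSD library 1, 2849 in HC library 1 and 4934 in HC library 2. The median mitochondrial share of the cells that passed was 6.20% in CSD library 1, 8.13% in CSD library 2, 7.00% in HC library 1 and 6.13% in HC library 2.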

After quality control and filtering steps, 12,744 cells remained. Subsequently, integration, normalization, and scaling steps were performed using SCTransform in Seurat to correct for batch effects. Principal component analysis was performed, and uniform manifold approximation and projection (UMAP) reduction was conducted using the top 40 principal components (PCs) based on the ElbowPlot. Cells were clustered using the FindNeighbors and FindClusters functions in Seurat, which use the Louvain clustering algorithm, and a resolution of 1.6 was chosen for downstream analysis. The FindAllMarkers function in Seurat was used to identify the differentially expressed genes corresponding to each cluster against all other clusters. Cells were arranged in 26 distinct clusters including multiple BVAC populations. One small cluster (329 cells) was identified as a doublet cell cluster based on shared gene expression pattern and was not included in downstream differential gene testing and pathway analysis. 

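In the clustering that followed the settings of the paper, 307 cells formed a cluster that carried pericyte and EC markers side by side among its leading genes. These were 114 cells of CSD library 1, 36 of CSD library 2, 46 of HC library 1 and 111 of HC library 2. The cluster was left unnamed and counted with the unnamed cells.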

Endothelial and microglia clusters were further isolated, and clusters were re-analyzed using the FindAllMarkers function as previously described.

Gene differential expression analysis was performed using the FindMarkers function in Seurat and the wilcox algorithm which uses the Wilcoxon Rank Sum test to determine gene expression differences between CSD and HC. Resulting differentially expressed genes for each cluster were filtered to remove all genes with adjusted *P* values > 0.05 and were used for downstream pathway analysis. The Reactome pathway database (https://reactome.org/) and Gene Ontology: Biological Processes (PANTHER16.0, http://www.pantherdb.org/) were used to examine pathway enrichment associated with the differentially expressed genes corresponding to each cell cluster. For Reactome analyses, human projection was used, and possible interactors were not included. All data visualization was performed using Seurat and ggplot2 (version 3.3.3).

Cell–cell communication and ligand receptor interactions were probed using the CellChat package [48]. The Seurat object was converted to a CellChat object and the mouse CellChat database was used for predicting interactions. Significant (*P* < 0.05) cell–cell communication and ligand-receptor interactions were inferred using a permutation test and the recommended trimean method, respectively. Centrality scores were calculated by computing multiple network centrality measures including out-degree, in-degree, flow betweenness, and information centrality to identify communication senders, receivers, mediators, and influencers. Interrogation and visualization of the interaction network was performed using chord diagrams, heatmaps, ligand-receptor pair graphs, and bubble plots all within the CellChat package.

### Statistics

Behavioral data were summarized as the mean ± SEM. Differences between treatment conditions were considered statistically significant when the p value was < 0.05. An unpaired t-test using Welch’s correction accounted for different standard deviations between treatment conditions and was analyzed with GraphPad Prism 7.

## Results

### CD31 antibody-tagged magnetic microbead isolation preferentially enriches for BVACs

Due to poor isolation efficiency and low cellular yields, BVACs from fresh tissue can be difficult to characterize at the single-cell level. To address this challenge, we developed a BVAC enrichment protocol (Fig. 2a) to isolate and enrich for BVACs from fresh mouse brain tissue by anti-CD31 antibody-tagged magnetic-microbead isolation and mechanical and enzymatic digestion for droplet-based scRNAseq. 

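Brain vascular-associated cells (BVACs) were captured from dissociated brain with beads against CD31, an adhesion molecule of endothelial cells, and sequenced with 10x Genomics 3′ chemistry, in which every captured mRNA molecule carries a unique molecular identifier (UMI) and is counted once. Brains were taken after 14 days of chronic social defeat (CSD), in which a mouse is exposed daily to an aggressive resident, or of home cage (HC) housing. There were 2 libraries per condition, each a pool of 4 mice, so that every comparison between CSD and HC had n = 2 libraries per group. The authors deposited, for each library, the UMI counts of each gene in every barcode before any cell calling. The paper names CellRanger 6.0 for this step, while the header of the matrices names version 3.1.0, and the genome build is not named there. The totals were 28619757 UMIs in CSD library 1, 30361474 in CSD library 2, 27297599 in HC library 1 and 30250156 in HC library 2. Of these, 54.3%, 30.3%, 52.0% and 51.8% lay in barcodes that were kept as cells. The cell filters, the normalization per library with SCTransform, the integration in Seurat and the number of principal components and clustering resolution were those of the paper. Clusters were named from markers, and counts were then summed over the cells of a class within each library, since cells of a library are not replicates. The sums are given as CPM, UMIs scaled to the total of the class. In comparisons of CSD with HC, however, the means and SDs of each condition are TMM-normalized CPM. Levels printed in the text for single libraries of EC and microglia are on the class total, so the 2 kinds differ in scale. Choices that could move the values were the test, the lower limit on UMIs per cell, the clustering from which a class was taken, the filter on genes with low counts and free RNA in the suspension. Gene positions are those of GRCm38, matched through Ensembl identifiers, which was possible for 31011 genes.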

We applied the protocol to 16 freshly extracted mouse brains from home cage (HC, n = 8) and chronic social defeat (CSD, n = 8) conditions. 

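The paper describes the libraries as made from separate pools of mice, and all 4 were counted as separate samples. As a measure of how far apart they lay, their gene totals were compared by a chi-square statistic. The statistic per degree of freedom was 86.4 between the 2 CSD libraries and 21.7 between the 2 HC libraries. It ranged from 9.88 between CSD library 1 and HC library 1 to 129 between CSD library 2 and HC library 2, so CSD library 2 stood farthest from the others.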

We pooled samples of the same condition into two groups of four for the final scRNAseq to increase BVAC yields per run. Following quality control and integration steps (see Methods, Bioinformatic Analysis), we obtained 12,744 cells. 

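The same filters applied to the deposited counts left 14370 cells. The median number of UMIs per cell was 1841 in CSD library 1, 1893.5 in CSD library 2, 2337 in HC library 1 and 1408 in HC library 2, with 1001, 1035.5, 1199 and 799 genes. The lower limit on UMIs moved the number of cells most. When only barcodes above the limit that CellRanger's first step would set were taken (10% of the 99th percentile of the 3000 largest barcodes), 719 cells were left in CSD library 1, 834 in CSD library 2, 555 in HC library 1 and 1260 in HC library 2.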

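Of the cells that passed the filters, 7757 came from the 2 HC libraries and 6613 from the 2 CSD libraries.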

Similar cell quantities were captured from the pooled HC (6,749 cells) and CSD (5,995 cells) samples (Additional file 1: Fig. S2a), as evidenced by the overlap of the HC and CSD UMAPs. Similarly, cell quantities captured from individual HC and CSD runs showed similar overlap (Additional file 1: Fig. S2b).

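The libraries held 2823 cells (HC 1), 4934 cells (HC 2), 4075 cells (CSD 1) and 2538 cells (CSD 2), so the largest and the smallest library of each condition were further apart than the conditions were. With at least 1000 UMIs per cell, 3233 cells of CSD library 1, 1808 of CSD library 2, 2175 of HC library 1 and 3181 of HC library 2 were left.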

**Fig. 2:**
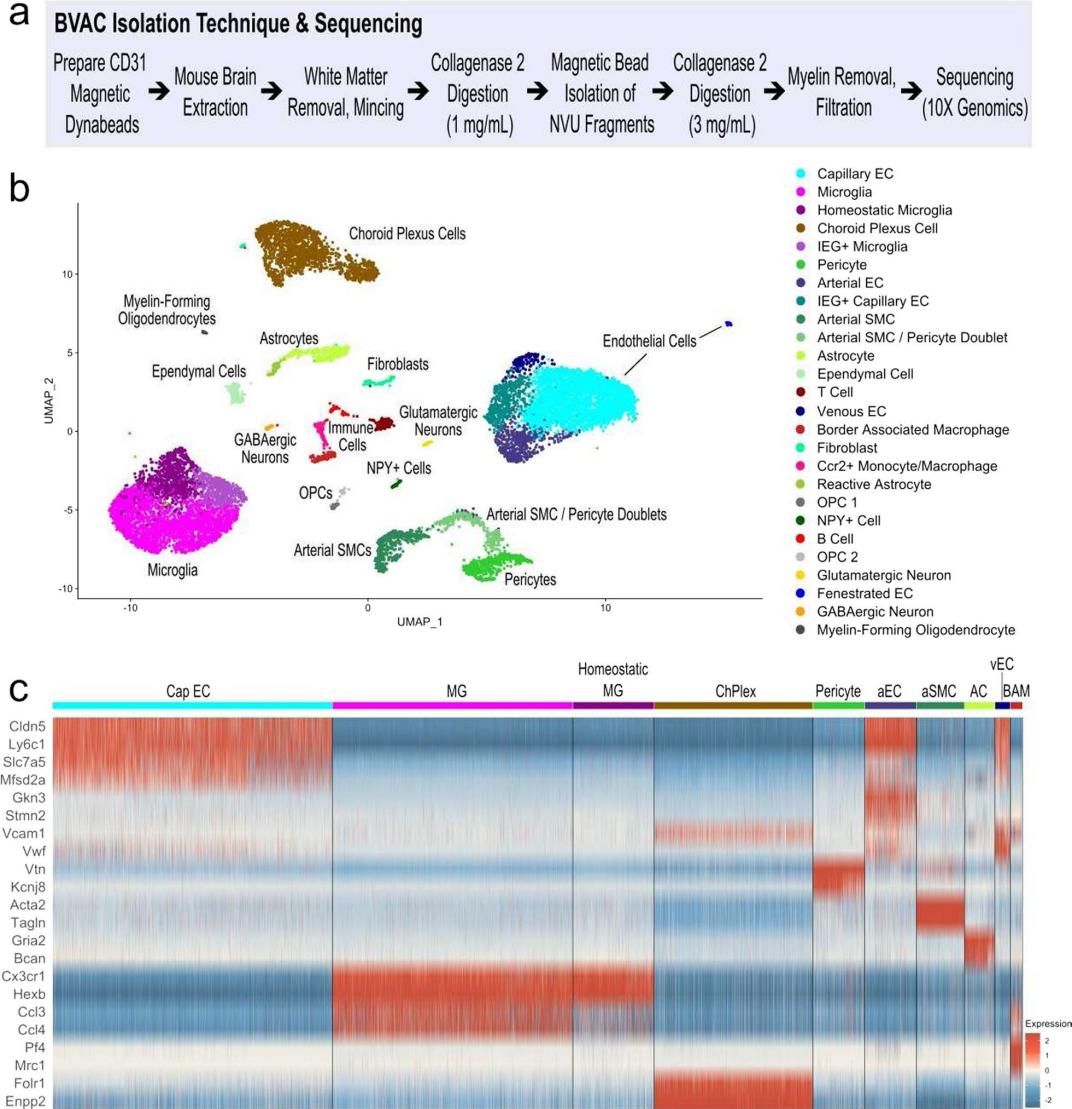
Magnetic bead isolation in mice in HC and CSD conditions enriches for BVACs. **a** Key steps in the neurovascular cell isolation method. **b** UMAP of 12,744 cells following QC and integration from all CSD and HC samples, color-coded based on cell identification. **c** Heatmap of signature gene expression compared to all other clusters for neurovascular unit cell types that comprise the key brain barriers (i.e., BBB). Increased expression is colored red, and decreased expression is colored blue. *QC* quality control; *UMAP* uniform manifold approximation and projection; *BBB*  blood brain barrier; *EC* endothelial cell; *IEG* immediate-early gene; *SMC* smooth muscle cell; *OPC* oligodendrocyte precursor cell; *CapEC* capillary endothelial cell; *MG* microglia; *ChPlex*  choroid plexus; *aEC* arterial endothelial cell; *AC* astrocyte; *vEC* venous endothelial cell; *BAM* border-associated macrophage

Unsupervised clustering using Seurat and a custom R pipeline identified 26 distinct clusters, and a clear enrichment for endothelial and perivascular clusters (Fig. 2b). 

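The clustering with 40 principal components and a resolution of 1.6 gave 34 clusters, of which 8 were endothelial, 6 were microglial and 5 could not be named. Without integration of the libraries, the same settings gave 33 clusters, with 6 endothelial, 6 microglial and 8 unnamed. A clustering run in which the 691 genes of Table S2 were kept out of the variable genes gave 35 clusters, with 7 endothelial, 6 microglial and 6 unnamed. The clustering without those genes was used to compare gene levels between CSD and HC, apart from those of homeostatic microglia, so that the study's own differentially expressed genes took no part in sorting these cells. Shares of cells and detected ligand and receptor genes came from the clustering on all variable genes. The number of UMIs per cell limits how finely cells can be sorted, and the counts of clusters depend on the resolution.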

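A cluster was named when at least 3 markers of a type were at least 2 times higher in it than in the rest of the cells and no other type came close. Limits for this step were set after the leading genes of the clusters had been looked at and before any comparison of CSD with HC. Of the 14370 cells, 1376 (9.58%) lay in 5 clusters that could not be named in this way. Apart from the cluster with pericyte and EC markers, these were clusters of 533, 357, 108 and 71 cells. The cluster of 108 cells carried neutrophil markers together with those of Ccr2+ monocytes and was given neither name. In the clustering used to compare gene levels, 2100 cells lay in 6 unnamed clusters. The unnamed share was 7.21% ± 3.23 in CSD and 10.8% ± 1.63 in HC (SD, n = 2 libraries each; exact two-sided permutation test, p = 0.33).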

Signature gene profiles for individual cell clusters were used to identify each of the clusters (Additional file 1: Fig. S3, S4, Additional file 2), along with the lack of expression of signature genes corresponding to other clusters. All endothelial cell (EC) clusters showed high expression of canonical endothelial genes (i.e., Cldn5, Itm2a, Ly6c1, Ly6a, and Flt1) compared to other non-endothelial clusters. Similarly, we also identified multiple microglia populations all expressing signature microglial genes (i.e., Cx3cr1, Hexb, Tmem119, P2ry12, Csf1r). 

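Over the cells of all EC clusters, Cldn5 (chromosome 16, 18776847 to 18778262, GRCm38) was at 2794 ± 503 CPM (SD, n = 4 libraries) and Flt1 (chromosome 5, 147561604 to 147726011) at 4080 ± 492 CPM. Ly6c1 was at 5065 ± 561 CPM, Itm2a at 4238 ± 438 CPM and Ly6a at 3545 ± 162 CPM (SD, n = 4). In choroid plexus cells of the same libraries the values were 11.1 ± 3.67 CPM for Cldn5, 24.5 ± 13.1 for Flt1, 23.7 ± 12.6 for Ly6c1, 62.8 ± 4.70 for Itm2a and 17.6 ± 3.96 for Ly6a. The difference was many times the spread between libraries for each gene. These genes were among the markers by which clusters were named, so no test was made on them.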

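Microglia held Cx3cr1 (chromosome 9, 119901616 to 120069879, GRCm38) at 2166 ± 298 CPM (SD, n = 4 libraries), against 21.5 ± 9.62 CPM in EC. Csf1r was at 2061 ± 87.7 CPM in microglia and 23.5 ± 7.58 CPM in EC. P2ry12 and Tmem119 were at 1815 ± 228 and 1068 ± 152 CPM in microglia, while EC held 15.5 and 11.2 CPM. All 4 genes served as markers and were not tested.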

We also identified cell clusters corresponding to perivascular cells (pericyte, arterial smooth muscle cell, astrocyte), immune cells (T cell, B cell, border-associated macrophage, Ccr2+ monocyte/macrophage), as well as smaller clusters of other parenchymal cells (neuron, oligodendrocyte, oligodendrocyte precursor cell, ependymal cell, fibroblast). Additionally, we recovered a large population of choroid plexus cells showing high expression of Folr1, Enpp2, and Kcnj13. 

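Pericytes carried Vtn (13915 ± 3363 CPM; SD, n = 4 libraries), Pdgfrb (1296 ± 291 CPM), Kcnj8 (1034 ± 184 CPM) and Abcc9 (879 ± 232 CPM). In arterial SMC, Acta2 was at 17381 ± 982 CPM, Tagln at 13605 ± 882 CPM and Myh11 at 2819 ± 192 CPM. Astrocytes held Slc1a2 at 4861 ± 713 CPM and Aqp4 at 429 ± 84.3 CPM. Aldoc, at 2249 ± 1207 CPM, varied most of the 3 between libraries. Among immune cells, T cells held Trbc2 (1173 ± 238 CPM), Cd3d (711 ± 182 CPM) and Cd3e (329 ± 70.7 CPM), and B cells held Cd79a (852 ± 495 CPM), Cd79b (775 ± 314 CPM) and Ms4a1 (349 ± 197 CPM). Border-associated macrophages held Pf4 (3609 ± 745 CPM), Mrc1 (1832 ± 452 CPM) and Ms4a7 (1027 ± 88.5 CPM). No cluster could be named for Ccr2+ monocytes or macrophages alone. The smaller classes were set apart by Snap25 in neurons (359 ± 136 CPM), Pdgfra in oligodendrocyte precursor cells (1431 ± 168 CPM), Ccdc153 in ependymal cells (2459 ± 301 CPM) and Dcn in fibroblasts (3863 ± 1474 CPM). All are SDs over 4 libraries.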

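Choroid plexus cells held Enpp2 at 12907 ± 641 CPM, Folr1 at 1331 ± 70.2 CPM and Kcnj13 at 1073 ± 106 CPM (SD, n = 4 libraries). The same genes were at 355 ± 173, 27.6 ± 23.0 and 20.8 ± 16.3 CPM in EC, where the spread between libraries was close to the mean for Folr1 and Kcnj13. Ttr (chromosome 18, 20665280 to 20674321, GRCm38), the most abundant choroid plexus transcript, made up 31.0% of the UMIs of these cells in CSD library 1, 31.9% in CSD library 2, 30.4% in HC library 1 and 31.6% in HC library 2. It also made up 10.6%, 2.33%, 11.1% and 14.0% of the UMIs in barcodes with at most 100 UMIs, which hold free RNA and no cell.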

While interesting, this did not come as a surprise since the choroid plexus is highly vascularized with CD31+ endothelial cells [49, 50] and suggests that our technique did a good job isolating cells associated with the blood-cerebrospinal fluid barrier. 

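The share of cells in each class was compared between the conditions with an exact two-sided permutation test over libraries, whose smallest possible p with 2 against 2 libraries is 0.33. EC made up 37.4% ± 12.1 of the cells in CSD and 34.4% ± 1.75 in HC (SD, n = 2 libraries each; exact p = 1). Microglia made up 32.1% ± 9.37 in CSD and 27.9% ± 5.56 in HC (exact p = 0.667). The share of choroid plexus cells was 5.15% ± 4.06 in CSD and 10.6% ± 2.85 in HC, and both CSD libraries lay below both HC libraries (exact p = 0.33). Pericytes were at 4.33% ± 2.96 against 3.61% ± 1.25, arterial SMC at 3.60% ± 1.58 against 3.48% ± 0.244 and astrocytes at 4.15% ± 3.16 against 2.16% ± 0.156 (exact p = 1 for each). The 2 CSD libraries differed from each other by more than the conditions did in most classes, with EC at 28.8% in CSD library 1 and 45.9% in CSD library 2. Leaving out 1 library at a time moved the difference in EC, CSD minus HC, between −5.58 and 11.5 percentage points.

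**Figure D1:**
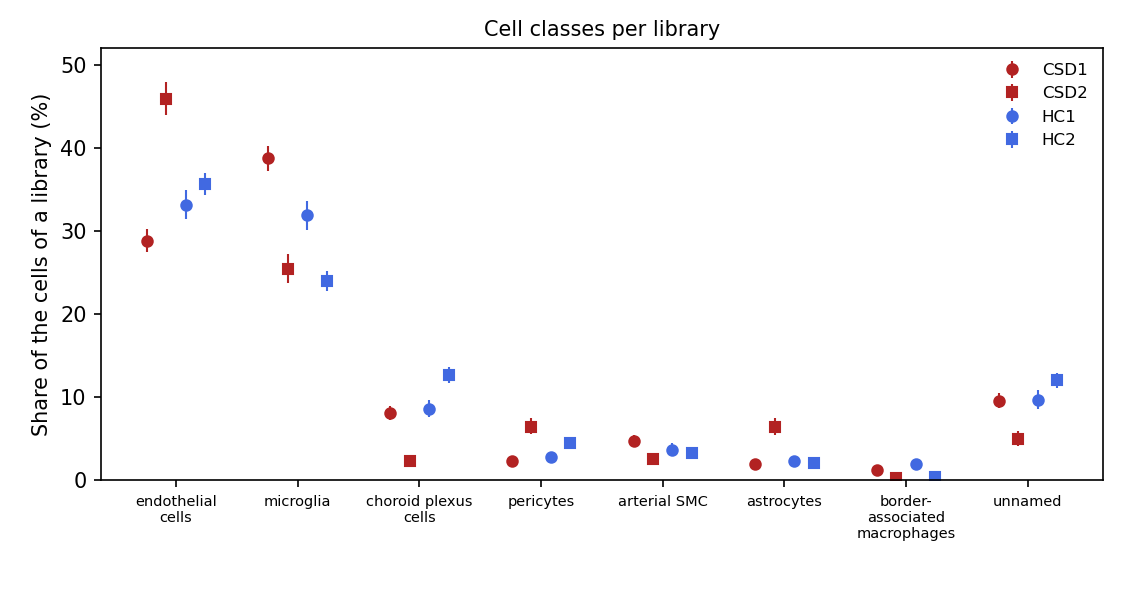
Share of the cells of each library (y axis, %) that fell in 7 classes of BVACs or in unnamed clusters (x axis), for the 2 CSD libraries (red) and the 2 HC libraries (blue). Each point is 1 library and each bar its exact 95% binomial interval, which covers counting error only, and EC range from 28.8% to 45.9% within CSD.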

Notably, the number of cells recovered per cluster were similar between HC and CSD samples (Additional file 1: Fig. S2c). 

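Pooled over the 4 libraries, EC and microglia were followed by 1249 choroid plexus cells (8.69% of all cells), 553 pericytes (3.85%), 521 arterial SMC (3.63%), 405 astrocytes (2.82%) and 127 border-associated macrophages (0.884%). The share of border-associated macrophages ranged from 0.197% in CSD library 2 to 1.98% in HC library 1. In CSD they made up 0.687% ± 0.694 of the cells and in HC 1.17% ± 1.14 (SD, n = 2 libraries each; exact p = 0.667). Unsorted brain was not among the samples, so the shares describe the captured cells and give no fold of enrichment.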

A closer look the cell clusters recovered indicated that we recovered BVAC populations including EC populations, microglia, choroid plexus cells, pericytes, arterial smooth muscle cells, astrocytes, and border-associated macrophages (Fig. 2c), confirming that our isolation method effectively isolates and enriches for BVAC cells.

### Endothelial and microglia cell heterogeneity within BVACs

Brain EC and microglial dysfunction are implicated in many central nervous system pathologies. The brain contains diverse populations of ECs (i.e., capillary EC, arterial EC, venous EC) and microglia (i.e., homeostatic microglia, disease-associated microglia, activated microglia) that exhibit distinct transcriptional profiles. Yet, low EC and microglia yields following scRNAseq can lead to the grouping of diverse populations of ECs and microglia into single clusters, thus limiting the analyses that can be conducted on these cell populations. 

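The EC clusters held 5033 cells, 35.0% of all cells that passed the filters, and the microglial clusters 4305 cells, 30.0%. EC made up 28.8% of CSD library 1 (exact 95% binomial interval 27.4 to 30.2%), 45.9% of CSD library 2 (43.9 to 47.9%), 33.2% of HC library 1 (31.4 to 34.9%) and 35.6% of HC library 2 (34.3 to 37.0%). For microglia the shares were 38.7% (37.2 to 40.2%), 25.5% (23.8 to 27.2%), 31.8% (30.1 to 33.6%) and 24.0% (22.8 to 25.2%) in the same order. The libraries lay outside each other's intervals for most pairs, so they varied by more than counting error.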

Of the 12,744 cells recovered from our BVAC isolation and sequencing, we obtained 4,208 ECs (33.0%) and 3,993 microglia (31.3%), indicating that our isolation technique successfully enriched for ECs and microglia. This allowed for finer unsupervised clustering of these cell populations into distinct cell populations that better represent the EC and microglial diversity in the brain (Additional file 1: Fig. S5).

We isolated endothelial and microglia cells for further analysis. The 4208 ECs were further divided into 7 distinct clusters (Fig. 3a) based on their gene expression patterns (Fig. 3c). These clusters included distinct populations of arterial ECs (Gkn3, Stmn2, Bmx), venous ECs (Icam1, Vcam1, Vwf), and fenestrated ECs (Plvap, Plpp1, Cd24a). 

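In the re-clustered data, 3138 of the 5033 EC (62.3%) lay in clusters with capillary markers, 563 (11.2%) in an IEG+ cluster, 511 (10.2%) in an arterial, 162 (3.22%) in a venous and 39 (0.775%) in a fenestrated cluster. Another 620 EC (12.3%) lay in clusters that carried EC markers but no markers of a subtype. The last group was uneven, with 22.8% of the EC in HC library 2 against 5.11% in CSD library 1, 7.55% in CSD library 2 and 7.59% in HC library 1.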

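Arterial EC held Gkn3 at 1960 ± 662 CPM, Stmn2 at 553 ± 55.5 CPM and Bmx at 248 ± 66.1 CPM (SD, n = 4 libraries). In venous EC, Vwf was at 684 ± 193 CPM. Vcam1 at 1649.7 ± 1275 CPM and Icam1 at 1368 ± 1085 CPM had SDs close to their means there. Fenestrated EC held Plvap at 2394 ± 510 CPM, Plpp1 at 2212 ± 607 CPM and Cd24a at 917 ± 275 CPM. Arterial cells made up 11.0%, 7.90%, 12.9% and 9.61% of the EC in CSD libraries 1 and 2 and HC libraries 1 and 2. Venous cells made up 3.92%, 3.26%, 4.17% and 2.22% in the same order and fenestrated cells 1.11%, 0.258%, 0.641% and 0.967%. As a share of all cells, venous EC made up 1.31% ± 0.261 in CSD and 1.09% ± 0.418 in HC (the libraries overlapped; SD, n = 2 libraries each; exact p = 0.667).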

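Capillary EC made up 65.8% of the EC in CSD library 1, 68.8% in CSD library 2, 64.7% in HC library 1 and 54.5% in HC library 2. Their markers included Cxcl12 at 2915 ± 539 CPM, Slc7a5 at 1093 ± 196 CPM, Car4 at 954 ± 167 CPM, Mfsd2a at 477 ± 37.1 CPM and Slc16a1 at 373 ± 164 CPM (SD, n = 4 libraries). Slc16a1 varied most between libraries in relation to its mean. As a share of all cells, capillary EC were at 25.3% ± 8.95 in CSD and 20.4% ± 1.45 in HC (SD, n = 2 each; exact p = 1).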

Capillary ECs made up the greatest proportion of recovered ECs, most likely due to their high abundance in the brain, and these were divided into three distinct capillary EC clusters based on their expression levels of Slc7a5, Slc16a1, Mfsd2a, Car4, and Cxcl12. 

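One endothelial cluster was led by Fos, Jun and Junb, which stood at 6504 ± 98.6, 6435 ± 1154 and 4654 ± 650 CPM (SD, n = 4 libraries). In the capillary clusters the same genes were at 770.1 ± 266, 1596 ± 481 and 830.2 ± 306 CPM. It held 13.1% of the EC in CSD library 1, 12.2% in CSD library 2, 9.94% in HC library 1 and 9.90% in HC library 2. In the clustering without the genes of Table S2, which include Fos and Junb, no EC cluster met the markers of this subtype, so the EC classes compared between CSD and HC include such cells.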

A distinct cluster of capillary ECs expressed higher levels of immediate-early genes (IEGs) (i.e., Fos, Jun, Junb), and was thus termed IEG+ capillary EC. This limited population of ECs may be a result of our isolation technique, as enzymatic and mechanical isolation techniques may alter the transcriptional profiles of some cells [22, 51, 52]. 

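Microglia fell into 6 clusters, of which 1 with 457 cells (10.6% of the microglia) met the markers of homeostatic microglia and 1 with 1026 cells (23.8%) those of IEG+ microglia. The other 2822 microglia (65.6%) lay in clusters that carried the microglial markers alone.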

The 3,993 microglia were further divided into 5 distinct clusters (Fig. 3b) based on their gene expression patterns (Fig. 3d). 

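The microglial cluster with the highest levels of Cx3cr1 held it at 2861 ± 465 CPM, against 2015 ± 259 CPM in the microglia outside the named subclasses (SD, n = 4 libraries). Tmem119 was at 1550.1 ± 332 against 965 ± 122 CPM and P2ry12 at 2382 ± 384 against 1718 ± 199 CPM. For Csf1r the values were 2415 ± 114 and 2048 ± 75.6 CPM, for C1qa 8104 ± 1354 and 7257 ± 1142 CPM and for Ctss 5694 ± 432 and 5248 ± 351 CPM, each higher in the cluster in all 4 libraries. The cluster held 11.6%, 4.95%, 11.0% and 12.1% of the microglia in CSD libraries 1 and 2 and HC libraries 1 and 2.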

Homeostatic microglia expressed high levels of canonical homeostatic microglial genes including Cx3cr1, Hexb, Tmem119, P2ry12, Csf1r, C1qa, Tmem119, and Ctss. Similar to the clustering of the recovered ECs, a distinct population of microglia expressed higher levels of IEGs (i.e., Fos, Fosb, Erg1), and was thus termed IEG+ microglia. 

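In IEG+ microglia, Fos was at 6927 ± 876 CPM, Fosb at 2642 ± 1051 CPM and Egr1, which the deposited gene list holds for the paper's Erg1, at 3380.3 ± 1125 CPM (SD, n = 4 libraries). The microglia outside the named subclasses were at 4325 ± 444, 1217 ± 472 and 2409.5 ± 642 CPM. These genes were therefore abundant in microglia outside the IEG+ clusters too. IEG+ cells made up 29.9% of the microglia in CSD library 1, 13.6% in CSD library 2, 23.9% in HC library 1 and 21.2% in HC library 2.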

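In the 2822 microglia that were neither homeostatic nor IEG+, Ccl4 was at 3968 ± 916 CPM, Nfkbia at 3285 ± 494 CPM, Ccl3 at 2606 ± 554 CPM, Gadd45b at 1184 ± 173 CPM, Il1a at 931 ± 48.8 CPM and Gpr84 at 312 ± 74.9 CPM (SD, n = 4 libraries). They made up 58.5% of the microglia in CSD library 1, 81.4% in CSD library 2, 65.1% in HC library 1 and 66.7% in HC library 2. As a share of all cells they were at 21.7% ± 1.34 in CSD and 18.4% ± 3.35 in HC (SD, n = 2 each; exact p = 0.33).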

The remainder of the microglia expressed homeostatic microglial genes to a lower level compared to the homeostatic microglia and were divided into 3 distinct clusters based on their differing expression patterns of Ccl3, Ccl4, Il1a, Gadd45, Nfkbia, and Grp84. Overall, our isolation technique can isolate large populations of neurovascular endothelial and microglial cell populations that are rarely recovered by other single cell isolation techniques.

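The numbers of cells behind these classes depend on the clustering. In the run that kept the genes of Table S2 out, the capillary class held 643 cells of CSD library 1, 707 of CSD library 2, 505 of HC library 1 and 806 of HC library 2, and the venous class 54, 60, 57 and 64 cells. From the numbers of EC and microglia recovered and the subclusters they could be divided into, the paper concludes that its isolation recovers endothelial and microglial populations that other single-cell isolations rarely do. No other isolation was among the samples.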

**Fig. 3:**
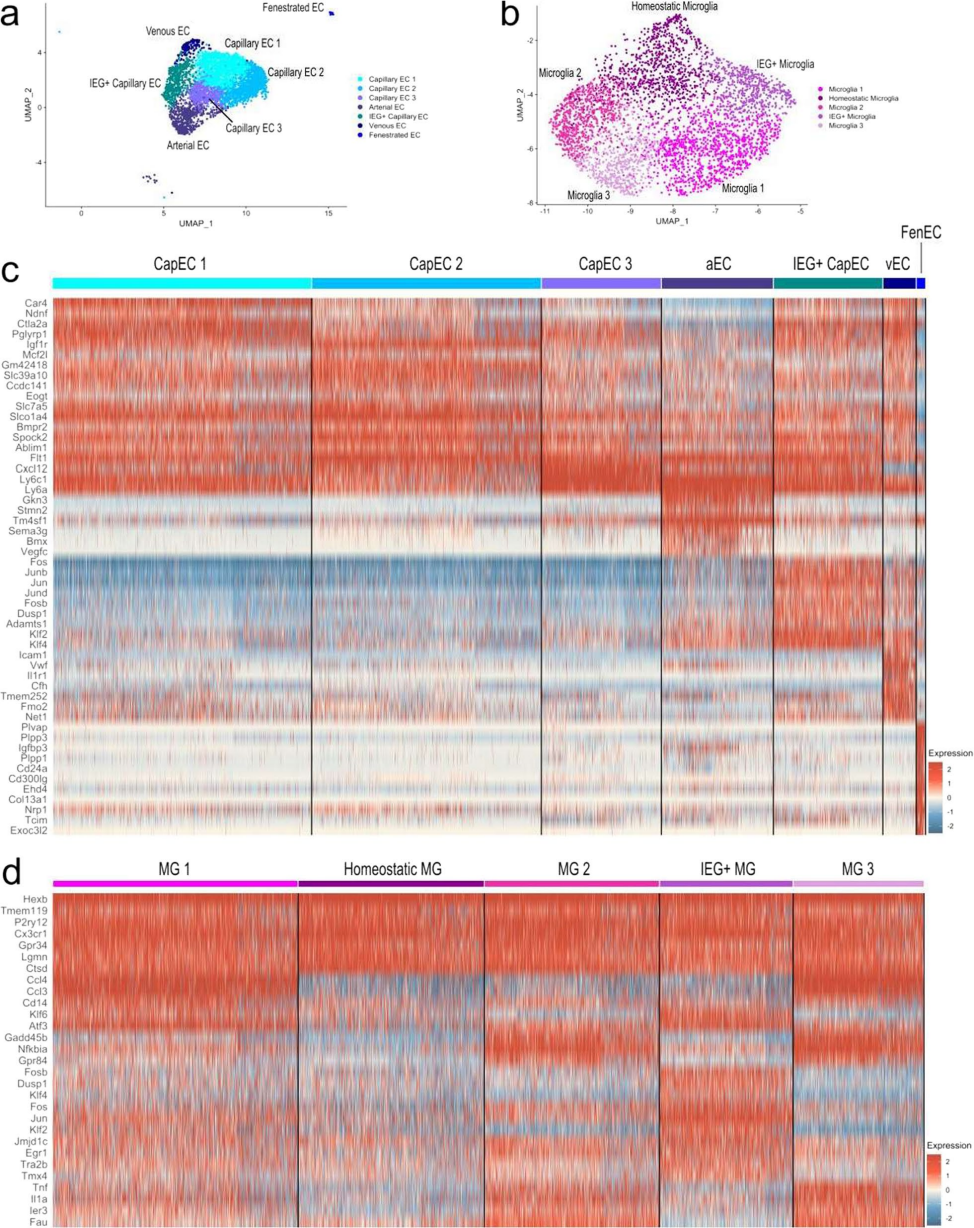
Deeper examination of endothelial and microglia gene expression reveals further cell type heterogeneity. **a** UMAP subset of 4208 cells depicting endothelial cell clusters. **b** UMAP subset of 3993 cells depicting microglia cell clusters. **c** Heatmap of endothelial cell signature gene expression compared to all other endothelial cell clusters. Gene expression patterns were used to identify 7 distinct endothelial cell clusters. **d** Heatmap of microglia signature gene expression compared to all other microglia clusters. Gene expression patterns were used to identify 5 distinct microglia clusters. For heatmaps, increased expression is colored red and decreased expression is colored blue. *CSD*  chronic social defeat; *HC*  home cage; *QC*  quality control; *UMAP* uniform manifold approximation and projection; *EC*  endothelial cell; *IEG* immediate-early gene; *SMC*  smooth muscle cell; *OPC*  oligodendrocyte precursor cell; *CapEC*  capillary endothelial cell; *aEC*  arterial endothelial cell; *vEC* venous endothelial cell; *FenEC* fenestrated endothelial cell; *MG* microglia

### CSD disrupts neurovascular integrity and activates immune pathways in BVACs

Mice susceptible to CSD show deficits in social behaviors that are known to coincide with anxiety-like and depressive-like behaviors measured in the open field, light/dark, sucrose preference, forced swim, and tail suspension tests [25]. Therefore, behavioral performance on the SI test was used to evaluate asocial, anxiety-like, and depressive-like behaviors following 14 days of CSD. Mice chosen for scRNAseq showed a significant reduction in social exploration in the SI test, as measured by the SI quotient (Unpaired t-test with Welch's correction, t = 5.22, p = 0.001, Fig. 1a). Heatmap tracings of mouse movement during the SI test indicated that mice subjected to CSD showed a reduced preference for the mouse-containing cylinder (Fig. 1b).

We wanted to know how BVAC transcriptomes were altered due to CSD and how these changes may contribute to psychosocial stress-induced brain pathology. Therefore, we conducted differential gene expression analysis using the Seurat FindMarkers function (Additional file 3) and used these genes to probe for enriched pathways using Reactome and Gene Ontology: Biological Processes (GO: BP). 

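For each class, UMI counts were summed per library and compared between CSD and HC with edgeR's quasi-likelihood test on TMM-normalized counts, with n = 2 libraries per condition. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 over the genes tested in a class are called DE. The paper tested cells with a rank-sum test instead, in which each cell counts as a sample. In capillary EC, 42 of 7932 genes were DE, 40 higher and 2 lower in CSD. In arterial EC, 3 of 5924 genes were DE, and in venous EC 17 of 4011, all of them higher in CSD. Choroid plexus cells had 9 DE genes of 11295, pericytes 1 of 3065 and homeostatic microglia 1 of 3400. No gene was DE in microglia, where 152 of 9922 had an unadjusted p under 0.05, in arterial SMC (176 of 6641) or in fibroblasts (97 of 2559). In each of these classes that was fewer than evenly spread p-values would give. The lack of DE genes there thus does not show that CSD had no effect. The filter on low counts moved the numbers of DE genes, with 136 in capillary EC when no filter was set. Table S2 lists 216 genes for capillary EC, and all 216 had the sign of Table S2 here, with 35 of them DE. The direction was shared for 45 of 45 genes in arterial EC, 11 of 12 in venous EC, 185 of 191 in microglia, 333 of 347 in choroid plexus cells, 16 of 16 in pericytes, 8 of 8 in arterial SMC and 53 of 59 in homeostatic microglia. Of these, 2 were DE in arterial EC, 6 in venous EC, 0 in microglia, 8 in choroid plexus cells and 1 each in pericytes and homeostatic microglia. Table S2 was made from the same libraries, so a shared direction is no independent evidence.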

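For the comparisons the capillary clusters were taken together, with 811332 UMIs in CSD library 1, 1134738 in CSD library 2, 758761 in HC library 1 and 761758 in HC library 2, and so were the microglial clusters, with 1591, 521, 830 and 1257 cells. Arterial EC had 163, 123, 149 and 187 cells in the same order of libraries, choroid plexus cells 329, 64, 246 and 615, pericytes 93, 162, 75 and 223, arterial SMC 190, 64, 102 and 154, and fibroblasts 35, 18, 16 and 59. The microglial class took in every microglial cluster, so homeostatic and IEG+ microglia are part of it. The paper kept both apart from its combined microglia cluster. A class was tested only where every library held at least 10 of its cells. The smaller classes have fewer counts per gene, and fewer of their genes could be tested.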

For these analyses, Capillary EC clusters 1–3 were combined into one capillary EC cluster and microglia clusters 1–3 were combined into one Microglia cluster to maximize the number of cells in each cluster. A subset of upregulated Reactome and GO: BP pathways that reached significance (false discovery rate, FDR < 0.05) following CSD is shown in Fig. 4c, d, and a complete list of significant pathways can be found in Additional files 4 and 5.

**Fig. 4:**
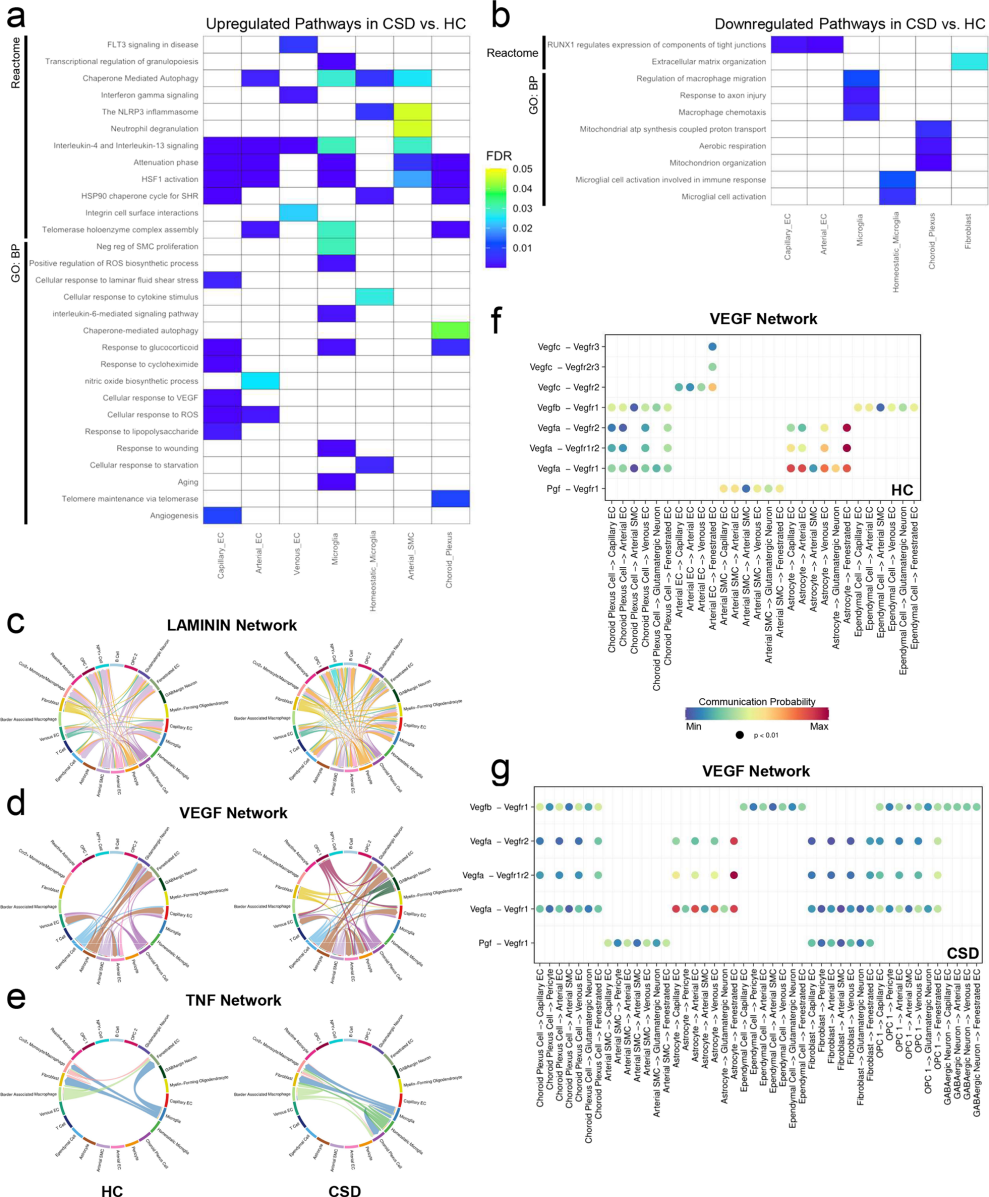
Pathway enrichment analysis reveals vascular dysfunction and immune system activation following CSD. **a**, **b** Analysis of differentially expressed (DE) genes (CSD vs. HC) in Reactome and Gene Ontology: Biological Processes (GO: BP) identity key upregulated (**a**) and downregulated (**b**) pathways. Only a subset of significant (FDR < 0.05) pathways is shown. **c**–**e** Chord diagrams showing LAMININ (**c**), VEGF (**d**), and TNF (**e**) cell–cell communication networks for HC and CSD inferred from CellChat. **f**, **g** Bubble plots comparing inferred ligand-receptor interactions within the VEGF network between HC (**f**) and CSD (**g**) for each cell type calculated from CellChat. *GO: BP*  Gene Ontology: Biological Processes; *FDR* false discovery rate; *SHR* steroid hormone receptor; *EC* endothelial cell; *SMC* smooth muscle cell; *OPC* oligodendrocyte precursor cell; *VEGF* vascular endothelial growth factor; *TNF* tumor necrosis factor; *HC* home cage; *CSD* chronic social defeat

Notably, CSD induced broad stress responses in multiple BVACs including capillary EC, arterial EC, microglia, homeostatic microglia, and choroid plexus cells as evidenced by an upregulation of pathways associated with cellular responses to wounding, fluid shear stress, glucocorticoids, starvation, aging, and lipopolysaccharides. Similarly, capillary and arterial EC populations showed increased responses to reactive oxygen species (ROS) and nitric oxide following CSD. 

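The genes behind these and the later pathways were taken from the pathway tables of the paper. These could be read only in part, so the gene sets may be incomplete. The tables were drawn from the same libraries, so counts adjusted over the list alone are not independent evidence. In capillary EC, all 18 such genes were higher in CSD, with a median log2 fold change of 0.94. Over all genes tested 8 of them were DE, and 17 passed when adjusted over the list alone. Cdkn1a (chromosome 17, 29090976 to 29100727, GRCm38) had 601 ± 81.6 CPM in CSD and 186 ± 18.8 in HC (SD, n = 2 libraries each), a log2 fold change of 1.69 (standard error 0.18, adjusted p = 0.00036 from edgeR's quasi-likelihood test). With each library left out in turn it stayed between 1.52 and 1.82. Ddit4 (chromosome 10, 59949669 to 59951834), a target of glucocorticoids, had 238 ± 24.1 CPM in CSD and 96.2 ± 4.18 in HC, a log2 fold change of 1.30 (standard error 0.19, adjusted p = 0.0037 from edgeR). Gch1 rose by 1.17 on the log2 scale (adjusted p = 0.0059 from edgeR), Fam107a by 1.07 (0.019) and Fosb by 1.00 (0.025). Junb (chromosome 8, 84974484 to 84978718) rose by 0.92 (adjusted p = 0.045 from edgeR). Fos (chromosome 12, 85473890 to 85477273), at 1988 ± 180.3 against 1130.0 ± 152 CPM, rose by 0.82 without being DE (adjusted p = 0.079 from edgeR), and it became DE with DESeq2 and with no filter on low counts. Nfkbia (0.83, adjusted p = 0.060 from edgeR) and Klf4 (0.69, 0.10) did so too. In arterial EC, 4 of 4 genes were higher, none of them DE over all genes and 4 when adjusted over the list alone. Angptl4 rose there by 1.52 (adjusted p = 0.12 from edgeR) and was DE with no filter on low counts. In choroid plexus cells 5 of 5 genes were higher (0 DE, 4 over the list alone), in homeostatic microglia 5 of 5 (0 and 0) and in microglia 18 of 18 (0 and 3). At an unadjusted p under 0.05 these were 4, 4, 1 and 4 genes. Fkbp5 (chromosome 17, 28399094 to 28517527), the microglial gene with the smallest p, had 196 ± 24.2 CPM in CSD and 61.0 ± 4.22 in HC, a log2 fold change of 1.69, and was not DE by edgeR (adjusted p = 1.0) but was so with DESeq2. Ddit4 in homeostatic microglia rose by 3.13 (standard error 0.49, adjusted p = 0.015 from edgeR; 197 ± 23.3 against 22.5 ± 16.5 CPM) and was the only DE gene of that class, with 4.11 without HC library 1, but it was not DE with DESeq2 or with at least 1000 UMIs per cell.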

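A fixed list of glucocorticoid-responsive genes was tested as a set with limma's camera, at a preset correlation of 0.01 between genes. Table S2 holds 15 of its 20 genes, so it is not independent of the study's own calls. All 19 genes tested in capillary EC were higher in CSD, with a median log2 fold change of 0.83 (adjusted p = 9.4e-30 from limma's camera), as were 17 of 17 in venous EC (median 0.89), 17 of 18 in arterial EC (0.62), 17 of 18 in choroid plexus cells (0.34), 12 of 12 in pericytes (0.59), 16 of 17 in microglia (0.35) and 13 of 14 in homeostatic microglia (0.55). Over 12 lists and 9 classes, 50 of 107 such tests had an adjusted p under 0.05, but 0 did so with fry or with camera at a correlation estimated from the libraries, so no set call rests on more than the preset correlation. The list of immediate-early and dissociation-response genes rose in capillary EC (20 of 21 genes, median 0.80, adjusted p = 1.1e-27 from limma's camera), less in arterial EC (18 of 19, median 0.38) and venous EC (15 of 20, median 0.23), and was not past the threshold in microglia (14 of 22, median 0.06, adjusted p = 0.49 from limma's camera). Several of its genes respond to tissue dissociation as well as to stress, and Table S2 holds 17 of its 22 genes. Genes outside the pathways that led the capillary comparison were Tmem252 (chromosome 19, 24674008 to 24682233; 541 ± 105 against 100.1 ± 3.19 CPM, log2 fold change 2.44, adjusted p = 1.4e-05 from edgeR), Maff (1.97, 0.0019) and Apold1 (1.79, 0.0051). Apold1 was not DE with DESeq2, and its log2 fold change was 1.24 without CSD library 2. Fosl2 rose by 1.92 (adjusted p = 0.044 from edgeR) but by 0.98 without CSD library 2, and was not DE with at least 1000 UMIs per cell. The DE genes that were lower were Tfrc (chromosome 16, 32608920 to 32632794; 418 ± 28.7 against 847 ± 60.4 CPM, log2 fold change −1.02, adjusted p = 0.012 from edgeR) and Lrrn3 (−1.18, 0.017). In arterial EC the DE genes were Tmem252 (2.69, adjusted p = 0.00088 from edgeR), Tfrc (−1.68, 0.038) and 8430408G22Rik (1.37, 0.049). In pericytes, Cebpd (chromosome 16, 15887286 to 15891031) was the only one, at 884 ± 129 against 311 ± 11.4 CPM (log2 fold change 1.51, adjusted p = 0.036 from edgeR), and it was not DE with DESeq2 or with at least 1000 UMIs per cell. In choroid plexus cells the largest changes among DE genes with both CSD libraries on one side of both HC libraries were in Nab2 (1.73, adjusted p = 0.0020 from edgeR), Gm26648 (1.46, 0.0052), Plk3 (1.24, 0.0053), Hspa1b (1.22, 0.0092) and Cish (1.18, 0.0044), all at low levels and none DE with DESeq2.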

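In capillary EC, the 5 genes of the ROS and nitric oxide pathways (Fos, Jun, Klf2, Klf4 and Rhob) were higher in CSD by 0.61 to 0.82 on the log2 scale. None was DE over all genes tested, 5 were so adjusted over the list alone, and 5 had an unadjusted p under 0.05. The adjusted p-values from edgeR were 0.079 for Rhob, 0.19 for Klf2 (2960.2 ± 579 against 1751 ± 331 CPM; SD, n = 2 libraries each) and 0.36 for Jun. Rhob was DE with no filter on low counts, and Klf2 with no filter and with DESeq2. In arterial EC, 5 of 5 genes were higher, with a median of 0.68, of which 0 were DE, 3 when adjusted over the list alone and 3 at an unadjusted p under 0.05. The largest of these was Gch1, at 338 ± 32.6 CPM in CSD and 133 ± 39.5 in HC (log2 fold change 1.38, adjusted p = 0.065 from edgeR), which was DE with no filter on low counts. The lists of the 2 classes share only Klf4.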

CSD also led to an increase in pathways associated with autophagy and the heat shock protein response in many BVAC populations. 

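The same 9 heat shock and chaperone genes stand behind these pathways in each class. In capillary EC, 9 of 9 were higher in CSD, with a median log2 fold change of 0.82. Of these, 2 were DE over all genes tested and 7 adjusted over the list alone. Hspa1a (chromosome 17, 34969190 to 34972156, GRCm38) had 348 ± 11.6 CPM in CSD and 141 ± 38.5 in HC (SD, n = 2 libraries each), a log2 fold change of 1.30 (standard error 0.20, adjusted p = 0.0052 from edgeR's quasi-likelihood test). It was not DE with at least 1000 UMIs per cell, and its reads may have been split with Hspa1b (34956436 to 34959238), a nearly identical neighbour. Dnajb1 (chromosome 8, 83608193 to 83612653) had 152 ± 3.48 against 71.8 ± 2.66 CPM, a log2 fold change of 1.08 (adjusted p = 0.020 from edgeR). Hspa8 rose by 0.74 (adjusted p = 0.16 from edgeR), Hsp90aa1 by 0.82 (0.21) and Hsph1 by 1.11 (0.28), while Bag3 did not move and changed sign with the processing. None of the 9 genes was DE in arterial EC, choroid plexus cells, microglia or arterial SMC, nor of the 6 tested in homeostatic microglia, although every one was higher. At an unadjusted p under 0.05 there were 6, 4, 1, 1 and 0 genes, and adjusted over the list alone 5, 4, 0, 0 and 0. Hsph1 rose by 2.26 in arterial EC (standard error 0.45, adjusted p = 0.11 from edgeR) and was DE there with no filter on low counts. Hspa1a rose by 0.92 in choroid plexus cells (adjusted p = 0.075) and was DE there with no filter and with at least 10 counts in every library. A fixed list of heat shock genes had 20 of 20 genes higher in capillary EC (median 0.52, adjusted p = 2.2e-11 from limma's camera), 17 of 19 in arterial EC (0.54), 16 of 18 in venous EC (0.54), 18 of 20 in choroid plexus cells (0.35), 18 of 19 in microglia (0.30) and 19 of 19 in arterial SMC (0.22). Table S2 holds 17 of the 20 genes, so the list is not independent of the study's own calls. No list call held with fry or with an estimated correlation.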

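Genes that the pathway tables place under IL-4 and IL-13 signaling were compared in the 3 EC classes. In venous EC these were Lcn2, Vcam1, Icam1 and Cdkn1a, and all 4 were higher in CSD and DE over all genes tested, as they were when adjusted over the list alone. Cdkn1a had 1242 ± 52.3 CPM in CSD and 412 ± 101 in HC there (SD, n = 2 libraries each), a log2 fold change of 1.57 (adjusted p = 0.0047 from edgeR). In capillary EC, Bcl2l1, Cebpd, Cdkn1a, Fos, Hsp90aa1, Hspa8, Junb, Mcl1 and S1pr1 were all higher, 3 of these 9 were DE over all genes and 9 adjusted over the list alone. Cebpd (chromosome 16, GRCm38) had 381 ± 117 CPM in CSD and 159 ± 54.0 in HC, a log2 fold change of 1.27 (standard error 0.24, adjusted p = 0.025 from edgeR) that ranged from 0.89 to 1.67 with each library left out, and it was not DE with at least 1000 UMIs per cell. Mcl1 rose by 0.65 (adjusted p = 0.15 from edgeR) and Bcl2l1 by 0.55 (0.36). In arterial EC, 4 of 4 genes were higher, with 0 DE over all genes, 4 adjusted over the list alone and 4 at an unadjusted p under 0.05. Cebpd rose by 1.35 there (adjusted p = 0.11 from edgeR) and Cdkn1a by 1.29 (0.12), and both were DE with no filter on low counts and with at least 10 counts in every library.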

Interleukin (IL) signaling pathways were also found to be upregulated following CSD, notably IL-4 and IL-13; these cytokines have diverse, context-dependent immunoregulatory roles in the brain and have been associated with both pro-inflammatory and anti-inflammatory responses [53–56]. 

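In capillary EC, Tnfrsf12a (chromosome 17, 23675445 to 23677468, GRCm38), the receptor of the cytokine TWEAK, had 151 ± 8.19 CPM in CSD and 56.7 ± 5.09 in HC (SD, n = 2 libraries each). Its log2 fold change was 1.42 (standard error 0.21, adjusted p = 0.0040 from edgeR's quasi-likelihood test) and lay between 1.33 and 1.51 with each library left out. It was the only DE gene over all genes tested among the 9 taken from the readable part of the pathway tables for angiogenesis and the VEGF response, of which 8 passed adjusted over the list alone. All 9 were higher in CSD, by 0.29 to 1.42 on the log2 scale. S1pr1 (chromosome 3, 115710433 to 115715072) had 900.3 ± 2.04 against 534 ± 59.8 CPM, a log2 fold change of 0.75 (adjusted p = 0.072 from edgeR), and was DE with DESeq2 and with no filter on low counts. Nr4a1 rose by 0.99 (adjusted p = 0.065 from edgeR), Adgrg1 by 0.61 (0.35), Hspb1 by 0.51 (0.35) and Pecam1 by 0.40 (0.52). Flt1, a VEGF receptor, rose by 0.29 with a standard error of 0.22 (adjusted p = 0.80 from edgeR; 5037 ± 738 against 4129.9 ± 28.4 CPM). Adamts9 (chromosome 6, 92772699 to 92943492), which is not on the list, rose by 2.50 (adjusted p = 0.045 from edgeR; 26.0 ± 10.5 against 4.62 ± 1.04 CPM), and it was not DE with DESeq2's size factors, with classes from the other clustering or after free RNA was subtracted.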

Pathways involving vascular healing, like angiogenesis and response to vascular endothelial growth factor (VEGF), were also upregulated in the capillary EC, suggesting that the capillaries may be critical sites for vascular repair following CSD. While upregulation of damage response pathways seemed to predominate in the capillary and arterial EC populations, pathways involving interferon gamma signaling and integrin cell surface interactions were only elevated in the venous EC population following CSD, suggesting that veins may exhibit alterations in vascular permeability [57] and be a site of peripheral immune cell entry into the brain and perivascular spaces [58]. 

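In venous EC, all 10 genes taken from the readable part of the pathway tables were higher in CSD, with a median log2 fold change of 1.61. Of these, 6 were DE over all genes tested and 10 adjusted over the list alone. The venous class rests on 54, 60, 57 and 64 cells with a median of 3729, 1606, 1943 and 1463 UMIs in CSD libraries 1 and 2 and HC libraries 1 and 2, and Lcn2, Cxcl1 and Vcam1 were themselves among the leading genes of its cluster, with Vcam1 and Icam1 also among the markers that named it. Lcn2 (chromosome 2, 32384633 to 32388252, GRCm38), which encodes lipocalin 2, had 854 ± 409 CPM in CSD and 18.4 ± 5.05 in HC (SD, n = 2 libraries each), a log2 fold change of 5.42 (standard error 0.46, adjusted p = 9.6e-06 from edgeR's quasi-likelihood test). With each library left out it stayed between 4.86 and 5.86. Vcam1 (chromosome 3, 116109949 to 116129688) had 2585 ± 613 against 619.5 ± 353 CPM, a log2 fold change of 2.03 (standard error 0.31, adjusted p = 0.0047 from edgeR), and Icam1 (chromosome 9, 21015985 to 21028817) had 1983 ± 805 against 619 ± 310 CPM, a log2 fold change of 1.65 (standard error 0.32, adjusted p = 0.027 from edgeR). Vcam1 was not DE when cells were called by the CellRanger-style limit, nor was Icam1 with DESeq2, with that limit or with classes from the other clustering. Neither was DE when genes with scattered libraries kept their own spread. Lcn2 was DE in all of these. Csf1 (chromosome 3, 107741048 to 107760469) had 442 ± 254 against 64.0 ± 3.65 CPM, a log2 fold change of 2.77 (standard error 0.42, adjusted p = 0.0047 from edgeR), which was 2.06 without CSD library 2. Without HC library 1, that of Vcam1 was 2.85 and that of Icam1 2.35. Tmem252 rose by 1.73 (adjusted p = 0.0035 from edgeR). Nfkbia (0.89), Slc2a1 (0.82), Noct (1.23) and Pglyrp1 (0.73) were not DE over all genes, but the first 2 were so with DESeq2. Whether the effect was confined to veins was tested by an interaction term between class and condition. For Csf1 it differed between venous and capillary EC (adjusted p = 2.2e-05 from edgeR), while for Vcam1 the difference was not past the threshold against capillary EC (adjusted p = 0.069) or arterial EC (0.98). Nor was it for Icam1 (adjusted p = 0.41 against capillary EC and 0.98 against arterial EC from edgeR) or Lcn2 (0.99 and 1.0). For Lcn2 the standard errors of the difference were 2.52 and 15.8 on the log2 scale. In simulated counts the test against capillary EC recovered 19.5% of differences of 2. These results thus cannot show that the effects are shared between the classes. The adjusted p-values are from a robust form of the test, which replaced a first form after its results had been seen. In the first form Vcam1 differed against capillary EC (adjusted p = 0.024 from edgeR) and arterial EC (8.4e-17), while Icam1 and Lcn2 did not. The result for Vcam1 thus depends on the form of the test. Scaled to the class total, Lcn2 was itself at 18.5 and 10.6 CPM in the capillary EC of CSD libraries 1 and 2. In those of HC libraries 1 and 2 it was at 0 and 1.31 CPM. In capillary EC, Vcam1 changed by 0.42 (adjusted p = 0.86 from edgeR), Icam1 by 0.74 (0.35) and Csf1 by −0.28 (0.88). In arterial EC, Vcam1 changed by −0.57 (adjusted p = 0.84 from edgeR) and Icam1 by 1.12 (0.44). A fixed list of adhesion and integrin genes was higher in venous EC (10 of 11 genes, median 1.65, adjusted p = 1.9e-30 from limma's camera), capillary EC (8 of 9, median 0.80, adjusted p = 2.5e-06 from limma's camera), arterial EC (5 of 6, median 0.61) and pericytes (4 of 4, median 0.72). A fixed list of genes induced by interferon gamma, such as those of antigen presentation, was lower in venous EC, with 1 of 17 genes higher and a median log2 fold change of −0.42 (adjusted p = 0.00035 from limma's camera). It was not past the threshold in capillary EC (5 of 17 higher, median −0.13, adjusted p = 0.19 from limma's camera) or arterial EC (4 of 17, median −0.18, adjusted p = 0.067 from limma's camera). None of these list calls held with fry or with an estimated correlation. The interferon gamma list holds no gene of Table S2.

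**Figure D2:**
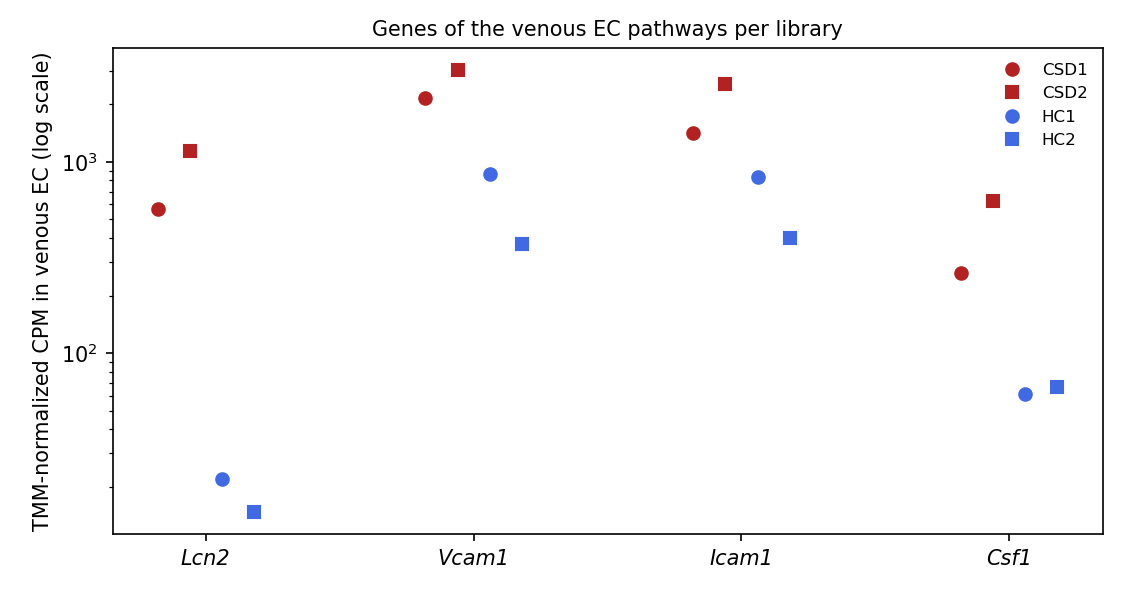
TMM-normalized CPM in venous EC on a log scale (y axis) for Lcn2, Vcam1, Icam1 and Csf1 (x axis), each point 1 library, CSD in red and HC in blue, with no error bars. For all 4 genes both CSD libraries lie above both HC libraries, for Lcn2 with a mean of 854 against 18.4 CPM.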

Interestingly, we also observed enrichment in pathways associated with neutrophil degranulation specifically in the arterial SMC population suggesting that neutrophils mobilized during psychosocial stress [42, 59] or the contents released by neutrophil degranulation may cross the BBB at microbleed sites and act on arterial SMCs (Fig. 4a). 

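Among the genes that the pathway tables give for arterial SMC are Hspa8, Hsp90ab1, Tob2 and Gm42418. These 4 were higher in CSD, by 0.24 to 0.53 on the log2 scale, and none was DE over all genes tested, with 1 of them, Gm42418, at an unadjusted p under 0.05. Gm42418 (chromosome 17, 39846958 to 39848788, GRCm38), annotated as a long intergenic noncoding RNA, had 3843 ± 298 CPM in CSD and 2665 ± 805 in HC (SD, n = 2 libraries each), a log2 fold change of 0.53 (standard error 0.22, adjusted p = 1.0 from edgeR). Hspa8 rose by 0.40 (1472 ± 201 against 1119.6 ± 58.5 CPM), while for Tob2 (0.35) and Hsp90ab1 (0.24) the libraries of the conditions overlapped.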

In capillary and arterial EC populations, CSD also led to the downregulation of pathways implicated in tight junction regulation, highlighting the brain-barrier breakdown caused by CSD [24]. Also downregulated in response to CSD were pathways involving fibroblast extracellular matrix organization as well as choroid plexus cell metabolism (Fig. 4b).

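Cldn5 was the gene found for tight junctions in the readable part of the pathway tables. In capillary EC it had 2906 ± 705 CPM in CSD and 3181 ± 5.66 in HC (SD, n = 2 libraries each), a log2 fold change of −0.13 with a standard error of 0.22 (adjusted p = 0.94 from edgeR's quasi-likelihood test), and with a library left out it ranged from −0.42 to 0.10. In arterial EC it had 2617 ± 661 against 3255 ± 148 CPM, a log2 fold change of −0.32 (standard error 0.21, adjusted p = 0.87 from edgeR), with both CSD libraries below both HC libraries and a range of −0.60 to −0.06. The SD within CSD exceeded the difference in both classes. Ocln changed by 0.30 in capillary EC (adjusted p = 0.68 from edgeR) and by −0.18 in arterial EC, and Tjp1 by 0.10 and −0.07. None of the 3 genes reached an unadjusted p under 0.05 in either class, so 0 of 3 were DE over all genes or adjusted over the list alone. A fixed list of tight junction genes was not past the threshold in capillary EC (6 of 8 higher, median 0.15, adjusted p = 0.29 from limma's camera) or arterial EC (3 of 8, median −0.08, adjusted p = 0.55 from limma's camera). It rose slightly in choroid plexus cells (10 of 15, median 0.12, adjusted p = 0.046 from limma's camera).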

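In choroid plexus cells, the 16 genes of mitochondrial metabolism taken from the readable part of the pathway tables were all lower in CSD, by −0.38 to −0.02 on the log2 scale, with a median of −0.11. None was DE over all genes tested or adjusted over the list alone, and 1 had an unadjusted p under 0.05. Ndufa3 changed most, at 318 ± 55.5 CPM in CSD and 415 ± 9.66 in HC (SD, n = 2 libraries each; log2 fold change −0.38, standard error 0.18, adjusted p = 1.0 from edgeR). A fixed list of 60 nuclear genes of oxidative phosphorylation had 8 genes higher in choroid plexus cells (median −0.09, adjusted p = 0.0012 from limma's camera), and the 13 mitochondrially encoded genes were all lower (median −0.11, adjusted p = 0.0023 from limma's camera). The nuclear list was also lower in capillary EC (5 of 60 higher, median −0.20, adjusted p = 1.1e-08 from limma's camera). For fibroblasts, Table S2 holds 1 lower gene, Ttr, a choroid plexus transcript. It made up 12.7% of the fibroblast UMIs in CSD library 1, 0.0904% in CSD library 2, 0.428% in HC library 1 and 14.3% in HC library 2, so the 2 libraries of a condition differed from each other far more than the conditions did. Its log2 fold change was −0.27 with a standard error of 2.0, and leaving out a library moved it from −6.62 to 4.20. Among matrix genes, Dcn changed by −0.79, Lum by −0.59, Col1a1 and Col1a2 by −0.23 and Col3a1 by −0.16, with an adjusted p of 1.0 from edgeR for each. Of the 7 genes, 6 were lower, 0 were DE over all genes and 1 was so adjusted over the list alone. That gene was Fosl2, which rose by 3.04 (adjusted p = 0.54 from edgeR; 160.0 ± 30.6 against 17.8 ± 1.46 CPM) and was DE with no filter on low counts. The fibroblast class had 18 and 16 cells in its smallest CSD and HC libraries, which limits what can be detected.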

In microglia, CSD led to upregulation of pathways that contribute to microglial activation, including ROS biosynthesis [27, 60] and IL-6 signaling [61] (Fig. 4a). 

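The 8 microglial genes behind these pathways were all higher in CSD, with a median log2 fold change of 0.24. None was DE over all genes tested or adjusted over the list alone, and 2 had an unadjusted p under 0.05. Cebpa (chromosome 7, 35119293 to 35121928, GRCm38) had 262 ± 3.13 CPM in CSD and 160.2 ± 33.8 in HC (SD, n = 2 libraries each), a log2 fold change of 0.71 with a standard error of 0.26, and Gab1 had 46.6 ± 2.58 against 31.8 ± 0.850 CPM, a log2 fold change of 0.55 with a standard error of 0.21. Stat3 (chromosome 11, 100885098 to 100939540), which carries the IL-6 signal, changed by 0.35, Akt1 by 0.24, mt-Co2 by 0.25, Hsp90ab1 by 0.18, Hsp90aa1 by 0.16 and Klf4 by 0.03. All adjusted p-values were 1.0 from edgeR. Akt1 reversed to −0.21 when cells were called by the CellRanger-style limit. The mitochondrially encoded genes, as a fixed list, were higher in microglia (10 of 13 genes, median 0.27, adjusted p = 0.025 from limma's camera).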

Microglia populations also showed reductions in pathways associated with activation and response to injury (Fig. 4b). These opposing changes in microglia may highlight the simultaneous states of damage and healing that likely exist during CSD. 

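Of the 7 microglial genes behind the lower pathways, 6 were lower in CSD, with a median log2 fold change of −0.25, and of the 4 in homeostatic microglia all were lower, with a median of −0.29. None was DE over all genes tested or adjusted over the list alone, and 0 had an unadjusted p under 0.05 in either class. Ccl4 (chromosome 11, 83662584 to 83664683, GRCm38) changed most, at 2572 ± 315 CPM in CSD and 3557 ± 253 in HC (SD, n = 2 libraries each; log2 fold change −0.47, standard error 0.30, adjusted p = 1.0 from edgeR). Cx3cr1 changed by −0.28 with a standard error of 0.29, Gpr34 by −0.25 and P2ry12 by −0.23, each with both CSD libraries below both HC libraries. Tyrobp changed by 0.05 and Cst3 by −0.07. Ccl12, at −0.28, ranged from −1.22 to 0.29 with a library left out. In homeostatic microglia, Cx3cr1 changed by −0.32, Cst3 by −0.29, Tyrobp by −0.28 and Aif1 by less than 0.01 in size. As fixed lists, homeostatic microglial genes were not past the threshold in microglia (6 of 14 higher, median −0.08, adjusted p = 0.27 from limma's camera) or homeostatic microglia (5 of 14, median −0.17, adjusted p = 0.18 from limma's camera), and neither were genes of disease-associated microglia (9 of 13 higher in microglia, median 0.05, adjusted p = 0.77 from limma's camera).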

Overall, our results suggest that CSD impacts the transcriptional landscape of BVACs leading to alterations in pathways surrounding the cellular response to stress, brain-barrier dysfunction, vascular repair, and immune activation.

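Across the 9 classes tested, DE genes were found in capillary, arterial and venous EC, choroid plexus cells, pericytes and homeostatic microglia. In all but 1 of these genes both CSD libraries lay on the same side of both HC libraries. Genes named in the pathway tables were higher or lower as the tables state in most classes, while few of them were DE with libraries as the unit. From the pathways enriched among the genes that its test on cells called in each population, the paper proposes that CSD alters the transcriptional landscape of BVACs, with stress responses in several populations, changes of the barrier in capillary and arterial EC, repair in capillary EC, and immune activation in veins and microglia. Pathway enrichment was not run here, since the pathway collections the paper used were not analysed here, and single genes and fixed lists stand in its place.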

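CellChat, the program the paper used to infer cell–cell communication, was not run here. Its count of interactions depends on a step that can be measured directly. By default it averages each gene over the cells of a class with a trimean, which is above 0 only where more than 25% of the cells hold at least 1 UMI of the gene. The pairs of class and gene past that point were therefore counted in each library, for the 54 ligand and receptor genes of the 8 networks the paper names and the 14 classes with enough cells. The share of cells with a UMI rises with the number of UMIs per cell, so each cell was thinned to 1000 UMIs. Shallower cells were left out, 842 in CSD library 1, 730 in CSD library 2, 648 in HC library 1 and 1753 in HC library 2. Classes came from the clustering on all variable genes.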

Since neurovascular cells are in close proximity, and likely communicating with each other at the blood–brain interface, we wanted to probe cell–cell communication networks in BVAC populations and determine if these interactions are altered by chronic psychosocial stress. Therefore, we computed cell–cell communication networks using CellChat [48], a curated database for inferring cell–cell communication and ligand-receptor interactions. For these analyses, the IEG+ Capillary EC, IEG+ Microglia, and Arterial SMC/Pericyte Doublet clusters were removed since the transcriptome of these cells may be influenced by our isolation technique or the presence of doublets. To validate the ability for CellChat to infer cell–cell communication networks in neurovascular cells, we began by computing interaction networks for all cells independent of stress experience. A total of 3,221 interactions contributing to 71 network pathways were inferred (Additional file 6). 

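Pecam1 (chromosome 11, 106654217 to 106750628, GRCm38), which encodes CD31, had a UMI in 37.1%, 46.8%, 36.0% and 34.7% of capillary EC thinned to 1000 UMIs, in CSD libraries 1 and 2 and HC libraries 1 and 2. Without thinning the shares were 37.7%, 56.6%, 44.1% and 32.9%, at median depths of 1044.5, 1271.5, 1272.5 and 814 UMIs. In microglia outside the named subclasses, which should lack it, the thinned shares were 1.34%, 1.44%, 0.864% and 2.11%, and without thinning 2.82%, 5.51%, 2.74% and 3.04%, at median depths of 2090.5, 5139, 2918 and 2071 UMIs. Csf1r was found in 89.5%, 93.1%, 89.2% and 90.7% of thinned homeostatic microglia, against 2.46%, 0.806%, 3.08% and 1.49% of capillary EC. In all cells the shares were 92.9%, 100%, 96.0% and 97.2% of homeostatic microglia. Its ligand Il34 was found in 22.4%, 23.5%, 34.7% and 26.0% of thinned pericytes and in 25.3%, 39.9%, 41.6% and 26.1% of all pericytes, and in no more than 0.491% of thinned capillary EC of any library. Csf1 was found in 20.0% and 25.0% of the thinned venous EC of the CSD libraries, which were 45 and 24 cells, and in 0% and 12.1% of the 34 and 33 venous EC of the HC libraries.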

Notably, we found that EC populations uniquely contributed to the PECAM1 (CD31) network driven by Pecam1-Pecam1 interactions (Additional file 1: Fig. S6a–c) and that microglia were dominant recipients in the colony stimulating factor 1 (CSF1) network driven by Csf1-Csf1r and Il34-Csf1r interactions (Additional file 1: Fig. S6d–f). Taken together, this suggests that CellChat correctly predicts established EC and microglia cell–cell communication and ligand-receptor interactions in BVACs.

We then computed cell–cell interaction networks in HC and CSD BVAC populations and found that more interactions (HC: 2,644, CSD: 3,865) and network pathways (HC: 68, CSD: 78) were inferred in the stress condition, suggesting that a cell–cell communication networks may be altered by CSD (Additional file 6). 

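Of the 756 pairs of class and gene, 34 were past 25% of cells in CSD library 1, 48 in CSD library 2, 41 in HC library 1 and 30 in HC library 2, with all cells thinned to 1000 UMIs. The CSD and HC libraries overlapped, with CSD library 1 between the 2 HC libraries. Without thinning there were 96, 127, 109 and 59 pairs in the same order, and here too CSD library 1 lay between them. HC library 2, with the fewest UMIs per cell, had the lowest count in both. From the larger number of inferred interactions and pathways in CSD, the paper proposes that CSD may alter the networks of cell–cell communication.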

Since previous analyses revealed that CSD alters pathways associated with brain-barrier dysregulation, vascular healing, and immune activation in BVAC populations (Fig. 4a, b), we explored cell–cell communication networks and ligand-receptor interactions that may contribute to these pathways. 

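For the genes of the Laminin network, 12 and 23 pairs of class and gene were detected in CSD libraries 1 and 2 and 18 and 9 in HC libraries 1 and 2, with cells thinned to 1000 UMIs. Without thinning there were 44, 65, 56 and 27 pairs. For the VEGF network the counts were 7, 7, 7 and 6 thinned, and 17, 18, 17 and 10 in all cells. For tumor necrosis factor (TNF), 1 pair was detected in each library after thinning, against 5, 5, 5 and 2 in all cells. In none of the 3 networks did both CSD libraries exceed both HC libraries after thinning. The ligand Tnf had a UMI in 39.5%, 23.8%, 42.3% and 35.1% of thinned microglia outside the named subclasses and in 54.7%, 49.0%, 57.8% and 47.4% of all such cells. Thinned capillary EC held it in 0.737% of cells in CSD library 1 and in none in the other libraries. Lama4, a laminin chain, was found in 10.2%, 17.3%, 16.3% and 8.22% of thinned pericytes and in none of the thinned microglia of that group. In all pericytes the shares were 15.4%, 27.6%, 26.0% and 12.2%.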

We found that the broad cell–cell interactions within the Laminin network, critical for neurovascular basement membrane and BBB integrity [62] and oligodendrocyte survival and myelination [63], VEGF network, and tumor necrosis factor (TNF) network were increased following CSD (Fig. 4c–e). Further exploration into EC tight junction-related networks, including the junctional adhesion molecule (JAM) and occludin (OCLN) networks, showed increased cell–cell interactions and a shift toward capillary EC involvement following CSD (Additional file 1 Fig. S7a–d). 

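With cells thinned to 1000 UMIs, the JAM network had 10 and 11 detected pairs of class and gene in CSD libraries 1 and 2 and 11 and 7 in HC libraries 1 and 2, and the OCLN network 1, 1, 2 and 1. Ocln (chromosome 13, 100496507 to 100552718, GRCm38) had a UMI in 26.0%, 31.9%, 20.3% and 22.0% of thinned capillary EC, above the limit of 25% in both CSD libraries and below it in both HC libraries. Microglia outside the named subclasses held it in 0.856% of cells or fewer. In all capillary EC the shares were 30.2%, 39.0%, 32.2% and 21.7%, so that HC library 1 passed the limit without thinning.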

Given that CSD likely encompasses simultaneous states of both brain vascular dysfunction and healing, the increased tight junction-related interactions observed following CSD likely reflect the restoration of capillary brain-barrier integrity by EC repair processes following CSD-induced vascular damage. 

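Flt1 had a UMI in 97.8%, 99%, 96.4% and 98.5% of capillary EC thinned to 1000 UMIs, in CSD libraries 1 and 2 and HC libraries 1 and 2, and in 96.9%, 99.3%, 96.5% and 94.5% of all capillary EC. Thinned microglia outside the named subclasses held it in 1.51% to 3.93% of cells. Kdr, another VEGF receptor, was found in 25.1%, 30.2%, 30.8% and 30.2% of thinned capillary EC and in 27.7%, 40.8%, 42.1% and 29.0% of all, against at most 1.08% of the thinned microglia. The ligand gene Vegfa (chromosome 17, 46016993 to 46032369, GRCm38) was found mainly in astrocytes, in 26.3%, 35.6%, 38.1% and 8.00% of 38, 90, 42 and 25 thinned cells and in 37.2%, 42.6%, 45.3% and 18.8% of all astrocytes. Thinned capillary EC held it in 0.491% of cells or fewer. The library with the low value, HC 2, was the shallowest for astrocytes, at a median of 750 UMIs before thinning.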

Deeper investigation into the predicted cellular contributors and ligand-receptor interactions within the VEGF network revealed that EC populations are the main recipient of VEGF signaling and that CSD lead to an increase in the number of BVAC populations sending VEGF signals to EC clusters (Fig. 4f, g), further supporting the enrichment in vascular repair pathways uncovered by pathway analysis (Fig. 4a). 

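Cx3cl1 (chromosome 8, 94772009 to 94782427, GRCm38), the gene of the ligand fractalkine, was found in at most 13.3% of the cells of any class thinned to 1000 UMIs, the largest share being that of 15 EC without subtype markers in CSD library 1, against 3.03%, 0% and 4.62% of such EC in CSD library 2 and HC libraries 1 and 2. In all such EC the shares were 5.00%, 3.41%, 1.41% and 1.25%. In capillary EC the thinned shares were 1.97%, 1.21%, 0.771% and 3.36% and those in all cells 2.07%, 2.24%, 1.65% and 2.40%, with no order by condition. Microglia outside the named subclasses, taken as background, held it in 0.281% of thinned cells or fewer. Its receptor Cx3cr1 was found in 90.2%, 96.6%, 95.2% and 94.4% of thinned homeostatic microglia. The CX3C network had 2 detected pairs of class and gene in every library after thinning, and 3, 3, 3 and 2 in all cells. Among cells that were not thinned, Cx3cl1 passed 25% in choroid plexus cells of CSD library 2 (25.9%) and HC library 1 (28.5%), whose median depths were 29732.5 and 29637.5 UMIs, and in fibroblasts of CSD library 1 (26.5% of 34 cells). In venous EC it was found in 17.4% and 21.1% of all cells in the CSD libraries and in 7.69% in each HC library, but after thinning in 2.22%, 4.17%, 0% and 0% of cells.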

Interestingly, some inferred cell–cell communication networks were unique to CSD, including the CX3C network (Additional file 1: Fig. S7e, f), suggesting that Cx3cl1-Cx3cr1 fractalkine signaling may play an important role in microglial responses to CSD. Together, these inferred interactions suggest that CSD disrupts cell–cell communication networks within BVAC populations that contribute to stress-induced neurovascular pathology and repair.

## Discussion

Deep examination of the cell types that comprise the brain vasculature in health and disease has proven challenging due to inadequate methods to isolate the cells for downstream transcriptional analysis. Here, we developed a technique to isolate and enrich for BVACs and applied the technique to interrogate the transcriptional profiles of 12,744 cells from fresh male mouse brain tissue following CSD and non-stress conditions. We identified multiple distinct cell populations representing ECs and microglia, as well as less commonly recovered cell populations including mural and immune cells. Our high recovery of ECs and microglia enabled us to further subclassify these cell populations in a manner that better represents their diversity within the brain.

Pathway analysis of differentially expressed genes in male mice following 14 days of CSD revealed that BVAC populations adopt unique transcriptional profiles in response to CSD. Most notably, our work revealed that chronic psychosocial stress triggers stress-response mechanisms in many different BVAC populations. In line with recent reports showing that chronic psychosocial stress induces the formation of cerebrovascular microbleeds [26] and elevates microglial ROS activity [27], CSD led to the downregulation of RUNX1-mediated tight junction regulation and upregulation of pathways associated with microglial activation, including ROS biosynthesis [27, 60] and IL-6 signaling [61]. This is supported by evidence suggesting that Laminin, JAM, OCLN, and TNF cell–cell communication networks are dysregulated following CSD. Thus, we suggest that a critical microglia-EC axis exists that may contribute to vascular dysfunction following chronic psychosocial stress, especially since recently characterized microglial populations closely interact with the brain vasculature [64, 65]. While broad immune signaling has been implicated in multiple neurological pathologies characterized by neurovascular dysfunction [66], our work highlights IL-4 and IL-13 signaling as possible key immune pathways. Interestingly, IL-4 and IL-13 have distinct context-dependent immunoregulatory roles in the brain and have been associated with both pro-inflammatory and anti-inflammatory responses [53–56], suggesting that they may be capable of mediating both chronic psychosocial stress-induced neurovascular damage and healing. Additionally, our work highlights an enrichment in venous EC-specific interferon gamma signaling, further supporting that these cells exhibit alterations in vascular permeability [57] in response to CSD and may serve as a site of peripheral immune cell entry into the brain and perivascular spaces [58]. Our work further reveals that the cellular mechanisms activated in response to chronic psychosocial stress are dynamic. Angiogenic processes, possibly driven via VEGF signaling [67], coupled with reduced microglial activation patterns were found alongside pro-injury response signals, suggesting that patterns of damage and healing can occur simultaneously at the brain vasculature. To further expand upon the dynamic nature of neurovascular cell responses to CSD, future studies should isolate and examine neurovascular cells at multiple time points throughout the chronic psychosocial stress period as this would provide interesting insight into the temporal nature of transcriptional changes induced by CSD. Additionally, the use of fluorescence in-situ hybridization will be necessary to further validate the pathways uncovered by our sequencing analysis. To better address sex as a biological variable, novel methods have been developed that allows for CSD in female mice [68, 69]. Therefore, the inclusion of female mice in future CSD studies should be explored to determine if sex plays a role in the transcriptional changes observed following CSD in neurovascular cells, especially since sex has recently been shown to influence BBB integrity [70] and the transcriptional landscape associated with chronic stress and major depression [71]. Overall, these results suggest that BVACs undergo unique transcriptional changes in response to CSD and are likely to participate in the progression of psychosocial-stress mediated pathologies. Further, these findings provide further support for therapeutic approaches targeting the cerebrovasculature in neuropathology.

Neurovascular dysfunction has been observed in numerous human disease cases [9, 15, 16, 72, 73]. Therefore, a deeper understanding of the transcriptional patterns that govern the cerebrovasculature in homeostasis and disease will be critical to understanding how its dysfunction contributes to pathology. While recent studies are beginning to probe the human brain vasculature in neurodegenerative diseases [74, 75], the current landscape of human and mouse transcriptional studies in psychiatric and affective disorders, like MDD, focus mostly on neuronal and synaptic structure [76, 77] and thus fall short in addressing the vascular components of these pathologies. Our technique adds to a growing body of methods that aim to interrogate the mouse [17, 18, 46, 78–83] and human [74, 75, 84] cerebrovascular system in health and disease. Current methods using fluorescence-activated cell sorting have been employed to effectively isolate neurovascular cells with high specificity, sample throughput, and cellular recovery [22, 46, 82, 83]. Additionally, the emergence of recently developed laser capture microdissection methods allow for highly specific neurovascular cell capture at a snapshot in time without long incubation times [20, 85, 86], but at the expense of laborious dissection time and low sample throughput [22]. In comparison to recently reported methods, our technique for live cell isolation carries notable benefits in that it is fast, successfully enriches for many populations of vascular-associated cells, generates a pool of single cells that are highly viable and pure, and does well to dissociate closely connected cells into single cells, thus reducing the issue of doublet contamination. Despite these benefits, we acknowledge that our method is not exempt from common pitfalls inherent to single-cell isolation procedures. The use of antibody-coupled magnetic beads for positive neurovascular selection relies on efficient antibody-epitope binding, a strategy also relied upon by other single cell isolation methods, including fluorescence-activated cell sorting. Unfortunately, this interaction that can be disrupted by enzymatic and mechanical digestion steps used in many isolation procedures—thus, possibly reducing overall cellular yields despite achieving high purity [22]. Similarly, the use of enzymatic digestion may unintentionally alter the transcriptional profile of cells prior to sequencing [52] which has encouraged some recent studies to employ gradient or density filtration methods as additional approaches [87]. Therefore, the use of digestion or filtration steps must be carefully considered, especially when utilizing antibody-based isolation approaches. Overcoming these barriers during single cell isolation will be critical to increasing cell recovery and preserving cell integrity of neurovascular cells in future studies. Additionally, the employment of recently developed sequencing strategies, like spatial transcriptomics, will uniquely allow for selective targeting and interrogation of neurovascular regions undergoing CSD-induced damage and repair processes. Overall, the use of multiple isolation techniques and sequencing technologies will be required to gain a comprehensive understanding of the neurovascular landscape in health and disease.

## Conclusions

In summary, our work provides a technique to efficiently isolate and enrich for cell populations comprising the cerebrovasculature that can be translated to other models of pathology. Using this technique paired with scRNAseq, we showed that CSD alters the transcriptional profile of multiple BVAC populations and sheds light on mechanisms that may link psychosocial stress to neurovascular pathology and healing. Overall, our findings suggest that neurovascular-associated cells are active players in psychosocial stress-induced neuropathology and healing. Thus, further efforts should focus on investigating the roles of neurovascular-associated cells to determine if novel therapeutic targets exist to treat stress-induced neuropathology.

## Supplementary Information

**Additional file 1: Figure S1.** Pre-study social interactionphenotyping identifies animals with abnormal baseline social behavior that were removed from the study.The SI quotient for all animals. The SI quotient was calculated by dividing the time spent investigating the cylinder containing the CD-1 mouse by the time spent investigating the empty cylinder.The total non-interaction time for all animals. The total non-interaction time was calculated by adding the total time spent in each of the four area corners. The circled-times operator symbolindicates 6 animals that were removed from the study due to abnormal behavior. The filled circle symbol indicates animalsthat were used for the remainder of the study. Abbreviations: SI = social interaction. **Figure S2.** Similar cell type populations are detected across HC and CSD samples following QC and integration.UMAPs following QC and integration, split by condition.UMAPs following QC and integration split by sample.Percentage of cells for each identified cell type cluster to the total number of cells acquired split by condition. Error bars = standard error of the mean. Abbreviations: CSD = chronic social defeat; HC home cage; QC = quality control; UMAP = uniform manifold approximation and projection; SEM = standard error of the mean; EC = endothelial cell; IEG = intermediate early gene; SMC = smooth muscle cell; OPC = oligodendrocyte precursor cell. **Figure S3.** Signature gene expression identifies and classifies BVAC cell clusters. Heatmap of signature gene expression compared to all other clusters used to identify 26 cell type clusters recovered from the neurovascular isolation. Increased expression is colored red and decreased expression is colored blue. Colorbar corresponds with identified cell type clusters. Abbreviations: EC = endothelial cell; IEG = intermediate early gene; SMC = smooth muscle cell; OPC = oligodendrocyte precursor cell. **Figure S4.** Key signature genes identify and classify BVAC clusters. Feature plots depicting gene expression level of key signature genes for neurovascular cell clusters. Abbreviations: EC = endothelial cell; Cap EC = capillary endothelial cell; aEC = arterial endothelial cell; vEC = venous endothelial cell; FenEC = fenestrated endothelial cell; MG = microglia; IEG = intermediate early gene; ChPlex = Choroid Plexus; aSMC = arterial smooth muscle cell; AC = astrocyte; Epend = ependymal; BAM = border associated macrophage; Mo/M0 = monocyte/macrophage; rAC = reactive astrocyte; OPC = oligodendrocyte precursor cell; Glu+ Neu = glutamatergic neuron; GABA+ Neu = GABAergic neuron; mOG = myelin-forming oligodendrocytes. **Figure S5.** Unsupervised sub-clustering of EC and Microglia clusters. UMAP of 12,744 cells following QC and integration from all CSD and HC samples showing sub-clustering of capillary endothelial cell and microglia clusters. **Figure S6.** CellChat predicts well-known endothelial cell and microglia cell–cell communication and ligand-receptor interactions in neurovascular cells.PECAM1 network for all cellsvisualized with Cell–cell communication chord diagram, centrality heatmap, and contributing ligand-receptor pairspredicted by CellChat.CSF1 network for all cell typesvisualized with Cell–cell communication chord diagram, centrality heatmap, and contributing ligand-receptor pairspredicted by CellChat. Abbreviations: CSF1 = colony stimulating factor 1; EC = endothelial cell; SMC = smooth muscle cell; OPC = oligodendrocyte precursor cell; HC = home cage; CSD = chronic social defeat. **Figure S7.** Predicted cell–cell communication and ligand-receptor interactions implicate BBB dysfunction and immune activation following CSD.Chord diagrams showing JAMand OCLNcell–cell communication networks for HC and CSD inferred from CellChat.Centrality heatmaps for JAMand OCLNnetworks comparing predicted cellular contribution between HC and CSD for each cell type calculated from CellChat.Chord diagram showing the CSD-specific CX3C cell–cell communication network inferred from CellChat.Ligand-receptor pairs contributing to the CSD-specific CX3C network predicted by CellChat. JAM = junctional adhesion molecule; OCLN = occludin; EC = endothelial cell; SMC = smooth muscle cell; OPC = oligodendrocyte precursor cell; HC = home cage; CSD = chronic social defeat

**Additional file 2: Table S1.** Identifying key signature genes for BVAC clusters.

**Additional file 3:** **Table S2.** Containing a full list of differentially expressed genes between across all cell clusters.

**Additional file 4: Table S3.** Containing enriched pathways from Reactome for all clusters.

**Additional file 5: Table S4.** Containing enriched pathways from Gene Ontology: Biological Processes for all clusters

**Additional file 6: Table S5.** containing CellChat network predictions for combined, HC, and CSD

## Data Availability

Raw sequencing data associated with this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession code GSE210577. The scRNAseq R workflow and code used in this study are available at GitHub (https://github.com/josh-samuels1200/Samuels-et-al_BVAC_scRNAseq_Analysis) and upon reasonable request from the corresponding author.

## Abbreviations

AC: Astrocyte
aEC: Arterial endothelial cell
BAM: Border-associated macrophage
BBB: Blood–brain barrier
BSA: Bovine serum albumin
BVAC: Brain vascular-associated cell
CapEC: Capillary EC
ChPlex: Choroid plexus
CSD: Chronic social defeat
CSF: Cerebrospinal fluid
CSF1: Colony stimulating factor 1
DMEM: Dulbecco's modified eagle medium
EC: Endothelial cell
EDTA: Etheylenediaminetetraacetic acid
FDR: False discovery rate
FenEC: Fenestrated endothelial cell
GO: BP: Gene ontology: biological processes
HBSS: Hank’s balanced salt solution
HC: Home cage
IEG: Immediate-early genes
IL: Interleukin
JAM: Junctional adhesion molecule
M: Mouse
MDD: Major depressive disorder
MG: Microglia
O: Object
OCLN: Occludin
OPC: Oligodendrocyte precursor cell
PBS: Phosphate buffered saline
QC: Quality control
ROS: Reactive oxygen species
TNF: Tumor necrosis factor
scRNAseq: Single-cell RNA sequencing
SHR: Steroid hormone receptor
SI: Social interaction
SMC: Smooth muscle cell
UMAP: Uniform manifold approximation and projection
vEC: Venous endothelial cell
VEGF: Vascular endothelial growth factor

# Supplementary material for: Chronic social defeat alters brain vascular-associated cell gene expression patterns leading to vascular dysfunction and immune system activation
**Source:** J Neuroinflammation. 2023 Jun 28;20:154. doi: 10.1186/s12974-023-02827-5
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Pre-study social interactionphenotyping identifies animals with abnormal baseline social behavior that were removed from the study.The SI quotient for all animals. The SI quotient was calculated by dividing the time spent investigating the cylinder containing the CD-1 mouse by the time spent investigating the empty cylinder.The total non-interaction time for all animals. The total non-interaction time was calculated by adding the total time spent in each of the four area corners. The circled-times operator symbolindicates 6 animals that were removed from the study due to abnormal behavior. The filled circle symbol indicates animalsthat were used for the remainder of the study. Abbreviations: SI = social interaction. Figure S2. Similar cell type populations are detected across HC and CSD samples following QC and integration.UMAPs following QC and integration, split by condition.UMAPs following QC and integration split by sample.Percentage of cells for each identified cell type cluster to the total number of cells acquired split by condition. Error bars = standard error of the mean. Abbreviations: CSD = chronic social defeat; HC home cage; QC = quality control; UMAP = uniform manifold approximation and projection; SEM = standard error of the mean; EC = endothelial cell; IEG = intermediate early gene; SMC = smooth muscle cell; OPC = oligodendrocyte precursor cell. Figure S3. Signature gene expression identifies and classifies BVAC cell clusters. Heatmap of signature gene expression compared to all other clusters used to identify 26 cell type clusters recovered from the neurovascular isolation. Increased expression is colored red and decreased expression is colored blue. Colorbar corresponds with identified cell type clusters. Abbreviations: EC = endothelial cell; IEG = intermediate early gene; SMC = smooth muscle cell; OPC = oligodendrocyte precursor cell. Figure S4. Key signature genes identify and classify BVAC clusters. Feature plots de

Chronic social defeat alters brain vascular-associated cell gene expression patterns leading to vascular dysfunction and immune system activation

Joshua D. Samuels^1*^, Madison L. Lotstein^1^, Michael L. Lehmann^1^, Abdel G. Elkahloun^2^, Subhadra Banerjee^3^, Miles Herkenham^1^

**Additional File 1: Supplemental figures.**

**
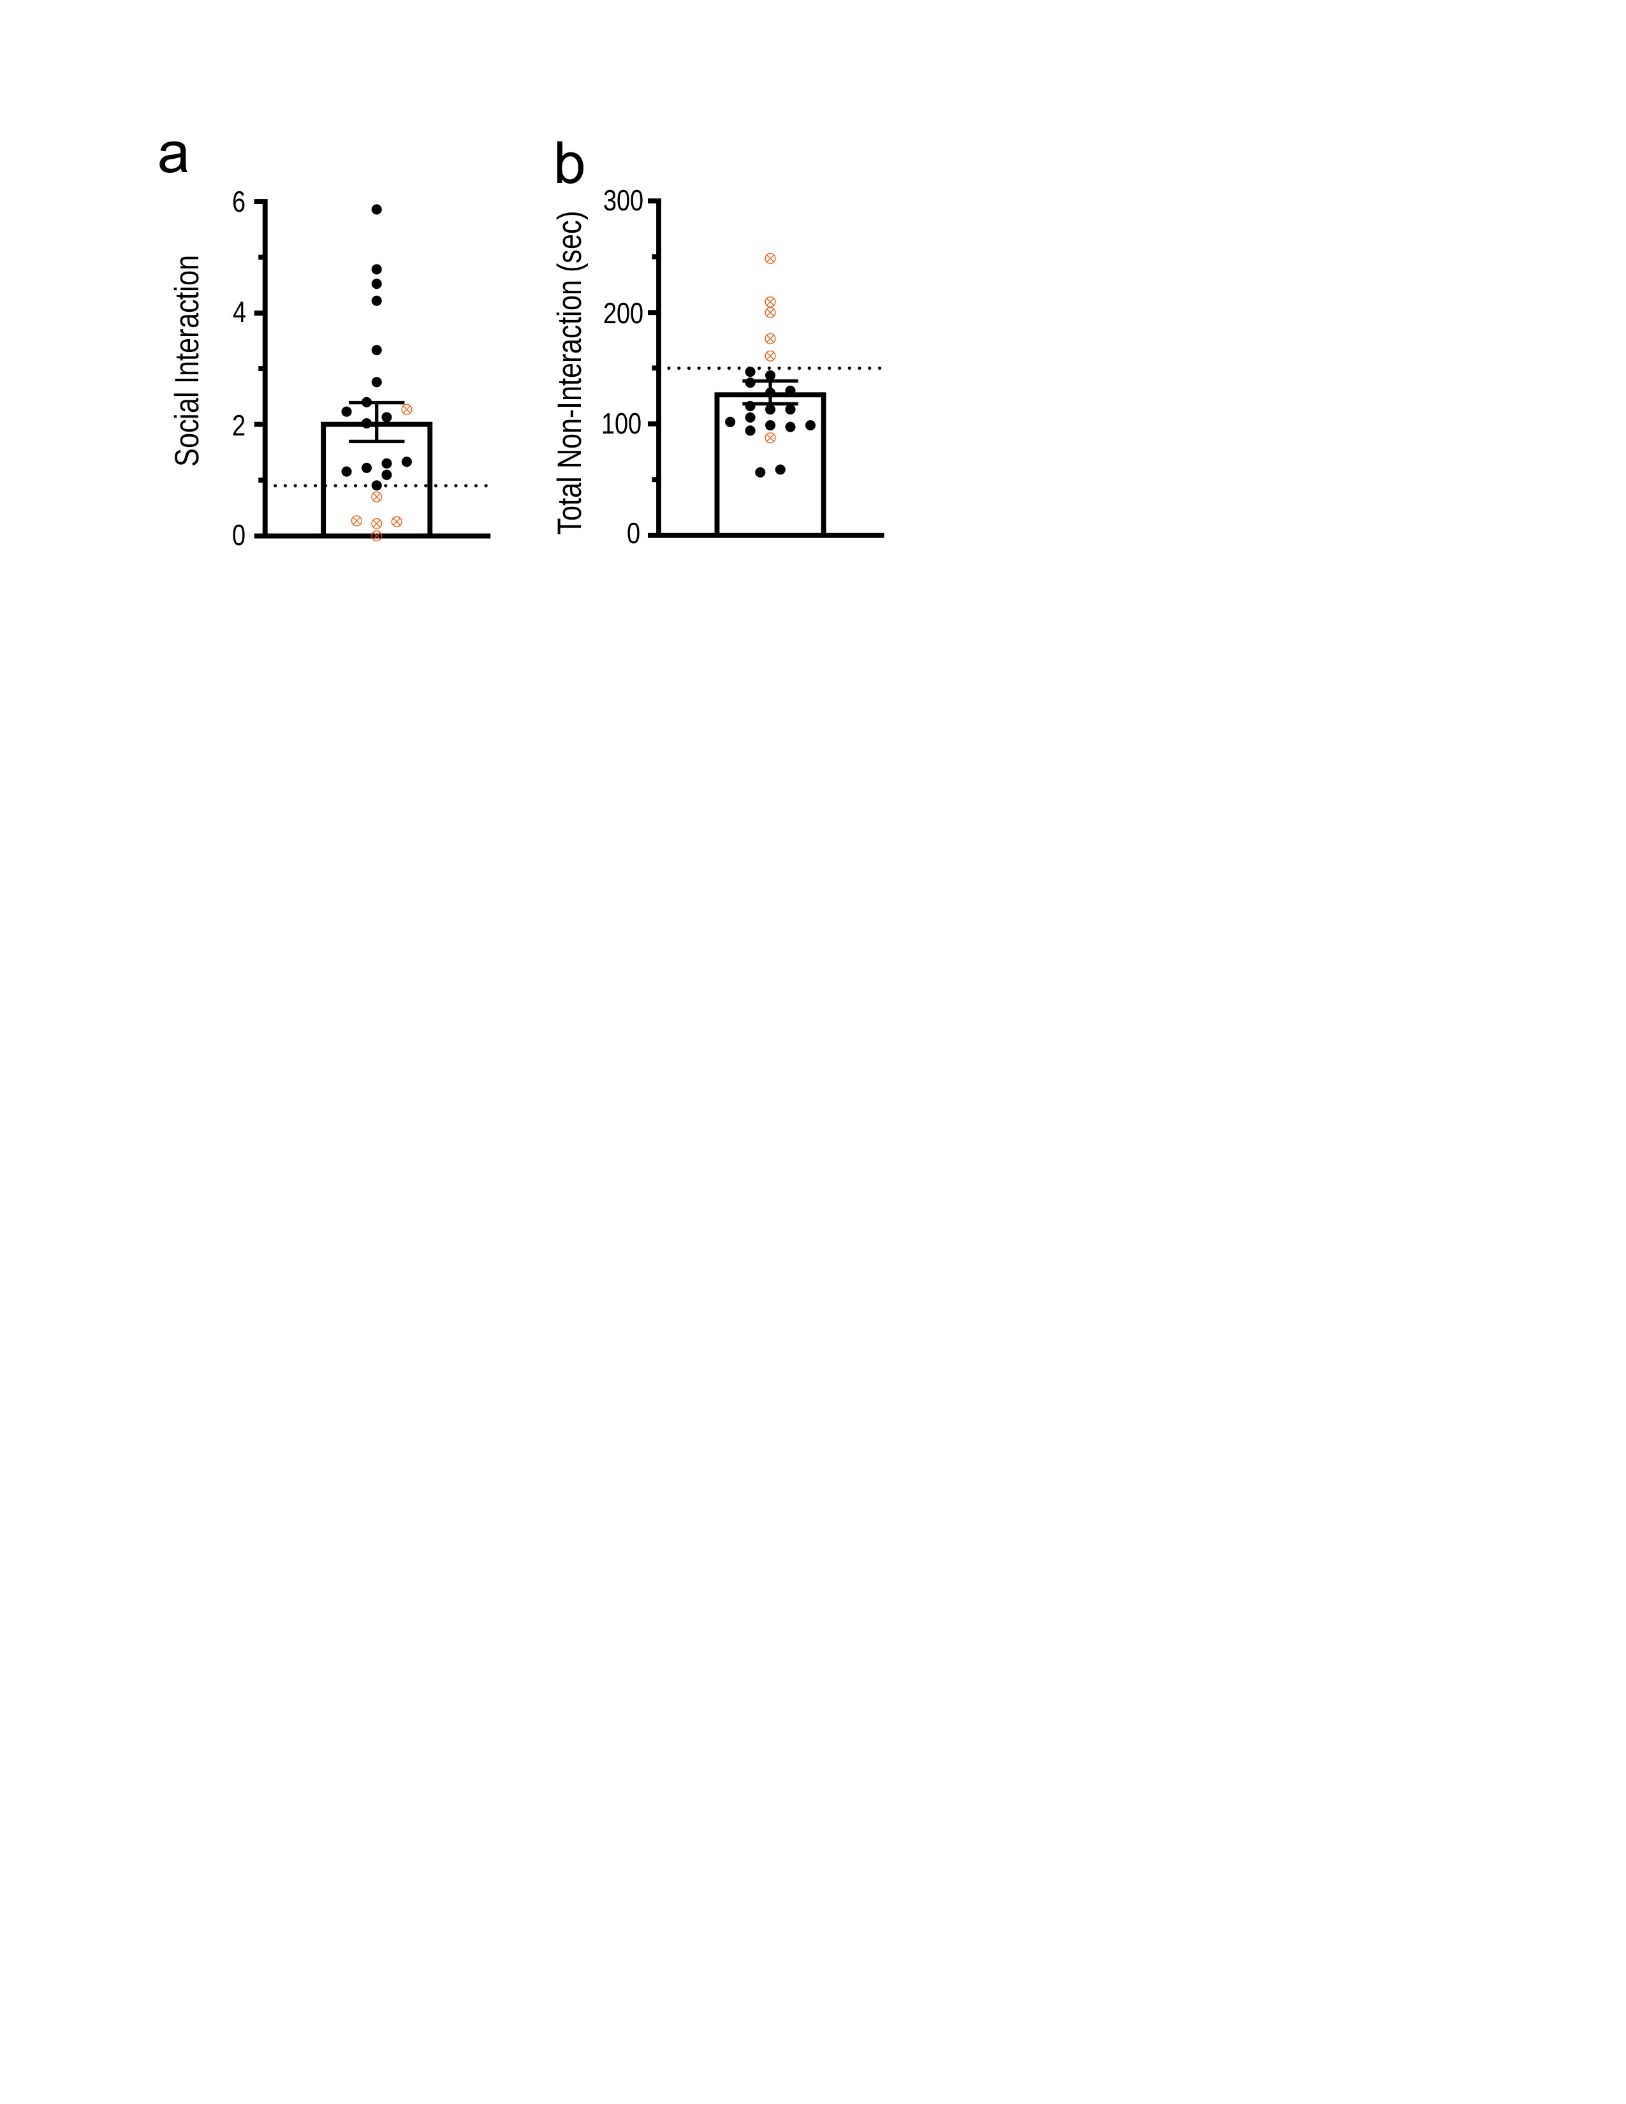
**

**Fig. S1 Pre-study social interaction (SI) phenotyping identifies animals with abnormal baseline social behavior that were removed from the study.** (a) The SI quotient for all animals (n = 22). The SI quotient was calculated by dividing the time spent investigating the cylinder containing the CD-1 mouse by the time spent investigating the empty cylinder. (b) The total non-interaction time for all animals. The total non-interaction time was calculated by adding the total time spent in each of the four area corners. The circled-times operator symbol (⛒) indicates 6 animals that were removed from the study due to abnormal behavior. The filled circle symbol indicates animals (n = 16) that were used for the remainder of the study. Abbreviations: SI = social interaction.

**
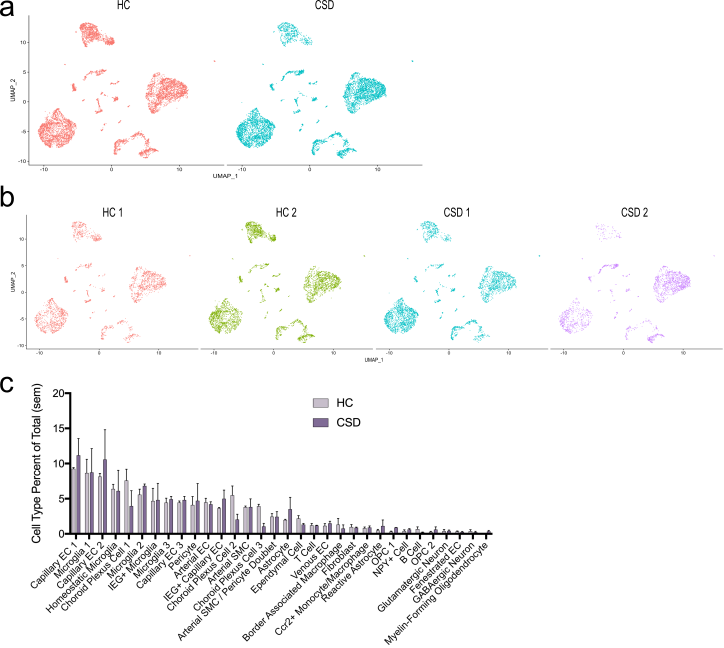
**

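For the classes with few cells, oligodendrocyte precursor cells made up 1.34% ± 0.396 of the cells in CSD and 0.484% ± 0.168 in HC, and oligodendrocytes 0.315% ± 0.168 and 0.0760% ± 0.00723 (SD, n = 2 libraries each; exact p = 0.33 for both). Ependymal cells were at 1.22% ± 0.166 against 2.08% ± 0.671 and B cells at 0.174% ± 0.135 against 0.585% ± 0.376 (exact p = 0.33 for both). In these 4 classes both CSD libraries lay on one side of both HC libraries. T cells (1.03% against 1.05%), fibroblasts (0.772% against 0.881%) and neurons (0.590% against 0.706%) had libraries that overlapped between the conditions (exact p = 1 for each). Pooled, these classes held 119 oligodendrocyte precursor cells, 25 oligodendrocytes, 230 ependymal cells, 64 B cells, 155 T cells, 127 fibroblasts and 81 neurons.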

**Fig. S2 Similar cell type populations are detected across HC and CSD samples following QC and integration.** (a) UMAPs following QC and integration, split by condition (HC: 6,749 cells; CSD: 5,995 cells). (b) UMAPs following QC and integration split by sample (HC1: 2,547 cells; HC2: 4,202 cells; CSD1: 3,761 cells; CSD2: 2,434 cells). (c) Percentage of cells for each identified cell type cluster to the total number of cells acquired split by condition. Error bars = standard error of the mean. Abbreviations: CSD = chronic social defeat; HC home cage; QC = quality control; UMAP = uniform manifold approximation and projection; SEM = standard error of the mean; EC = endothelial cell; IEG = intermediate early gene; SMC = smooth muscle cell; OPC = oligodendrocyte precursor cell.

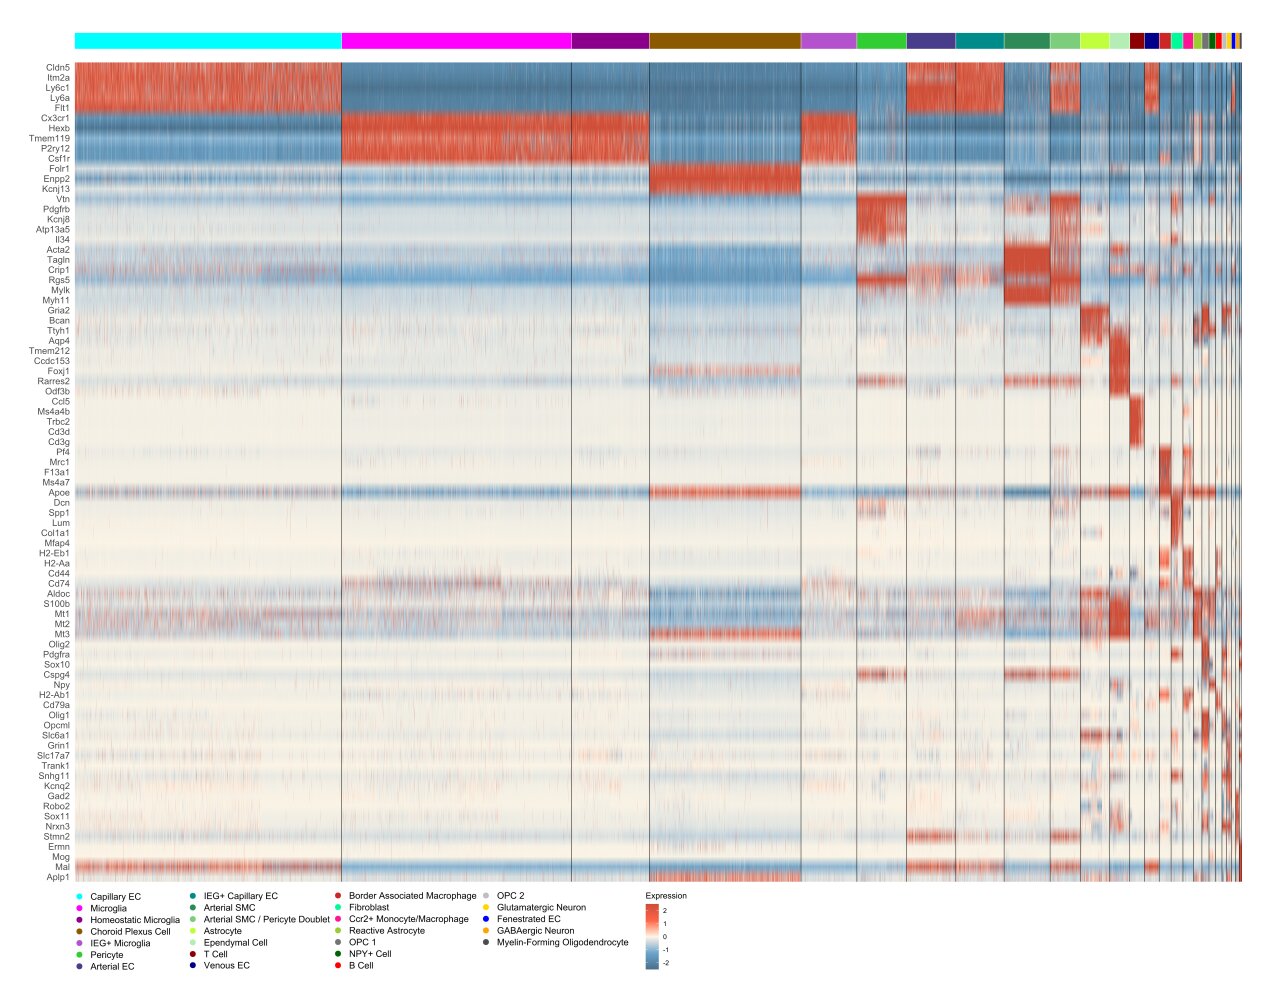

**Fig. S3 Signature gene expression identifies and classifies BVAC cell clusters.** Heatmap of signature gene expression compared to all other clusters used to identify 26 cell type clusters recovered from the neurovascular isolation. Increased expression is colored red and decreased expression is colored blue. Colorbar corresponds with identified cell type clusters. Abbreviations: EC = endothelial cell; IEG = intermediate early gene; SMC = smooth muscle cell; OPC = oligodendrocyte precursor cell.

**
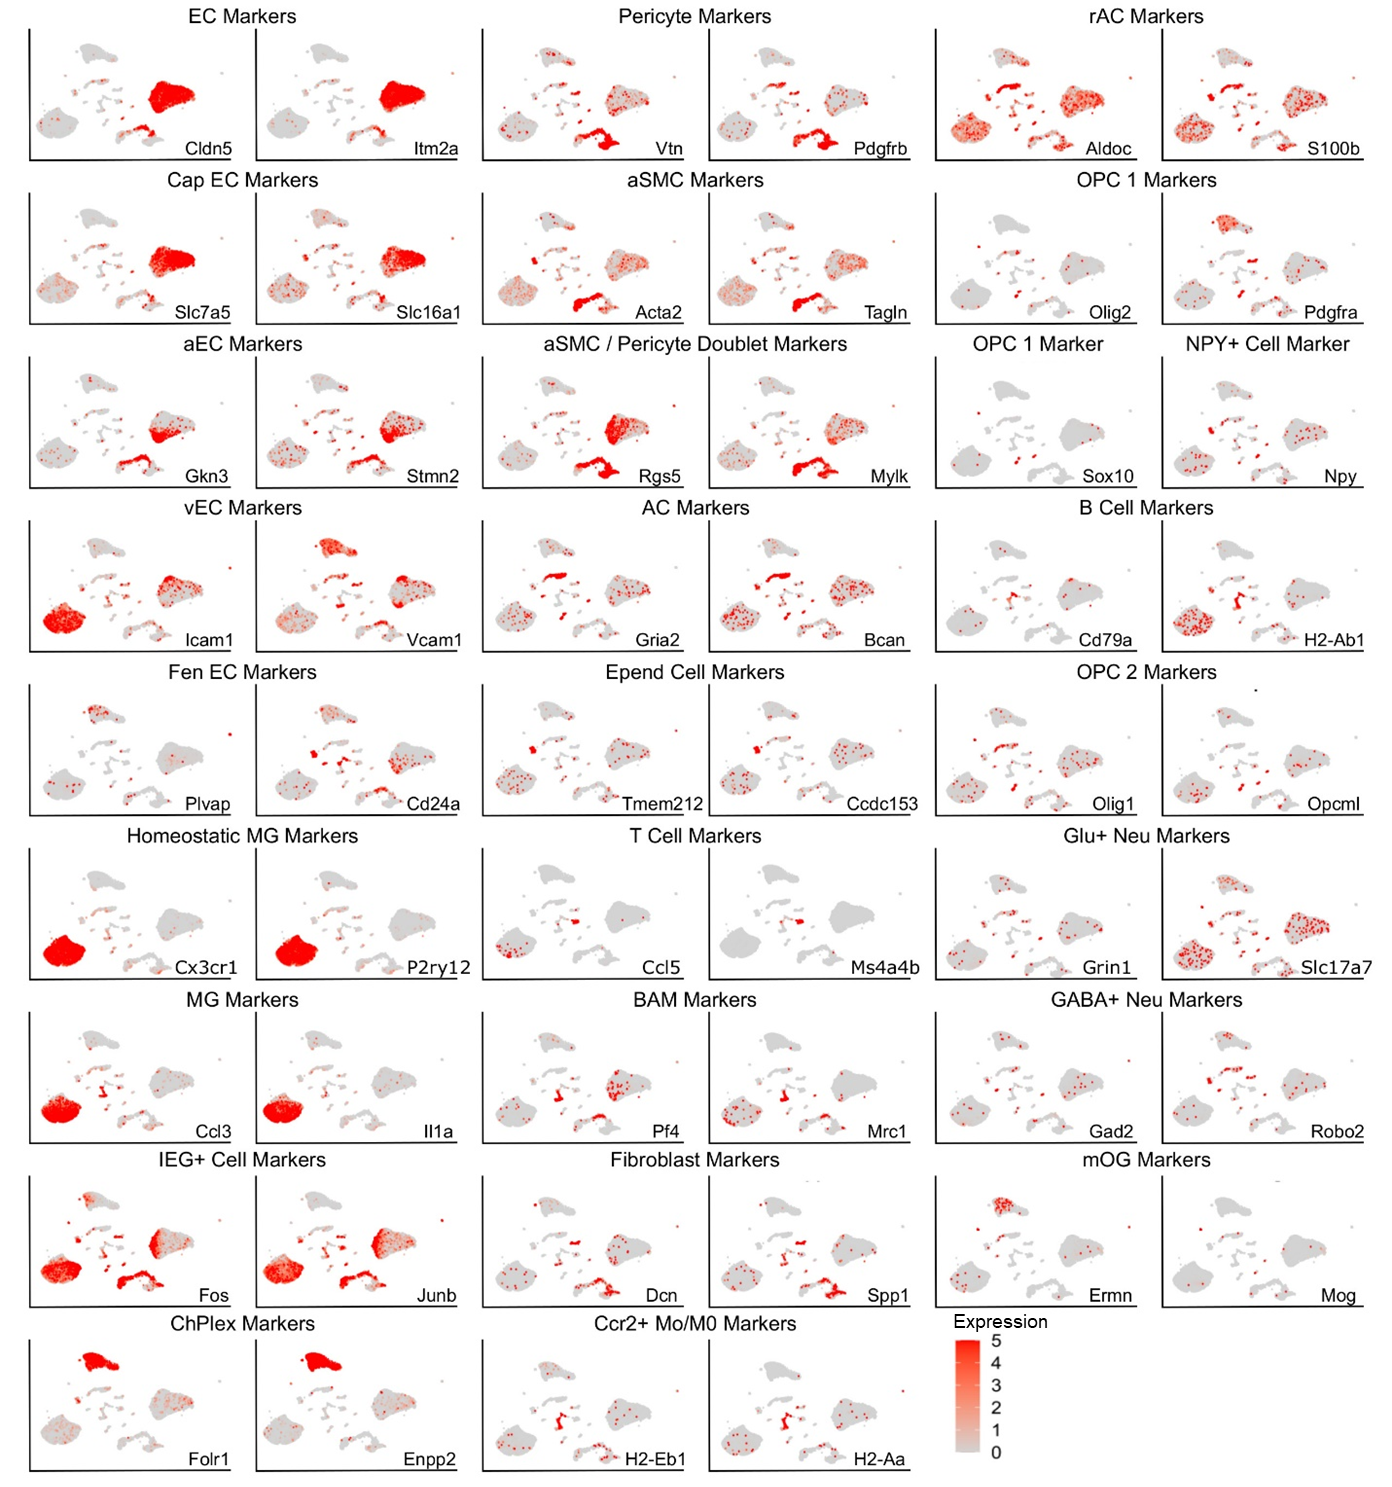
**

**Fig. S4 Key signature genes identify and classify BVAC clusters.** Feature plots depicting gene expression level of key signature genes for neurovascular cell clusters. Abbreviations: EC = endothelial cell; Cap EC = capillary endothelial cell; aEC = arterial endothelial cell; vEC = venous endothelial cell; FenEC = fenestrated endothelial cell; MG = microglia; IEG = intermediate early gene; ChPlex = Choroid Plexus; aSMC = arterial smooth muscle cell; AC = astrocyte; Epend = ependymal; BAM = border associated macrophage; Mo/M0 = monocyte/macrophage; rAC = reactive astrocyte; OPC = oligodendrocyte precursor cell; Glu+ Neu = glutamatergic neuron; GABA+ Neu = GABAergic neuron; mOG = myelin-forming oligodendrocytes.

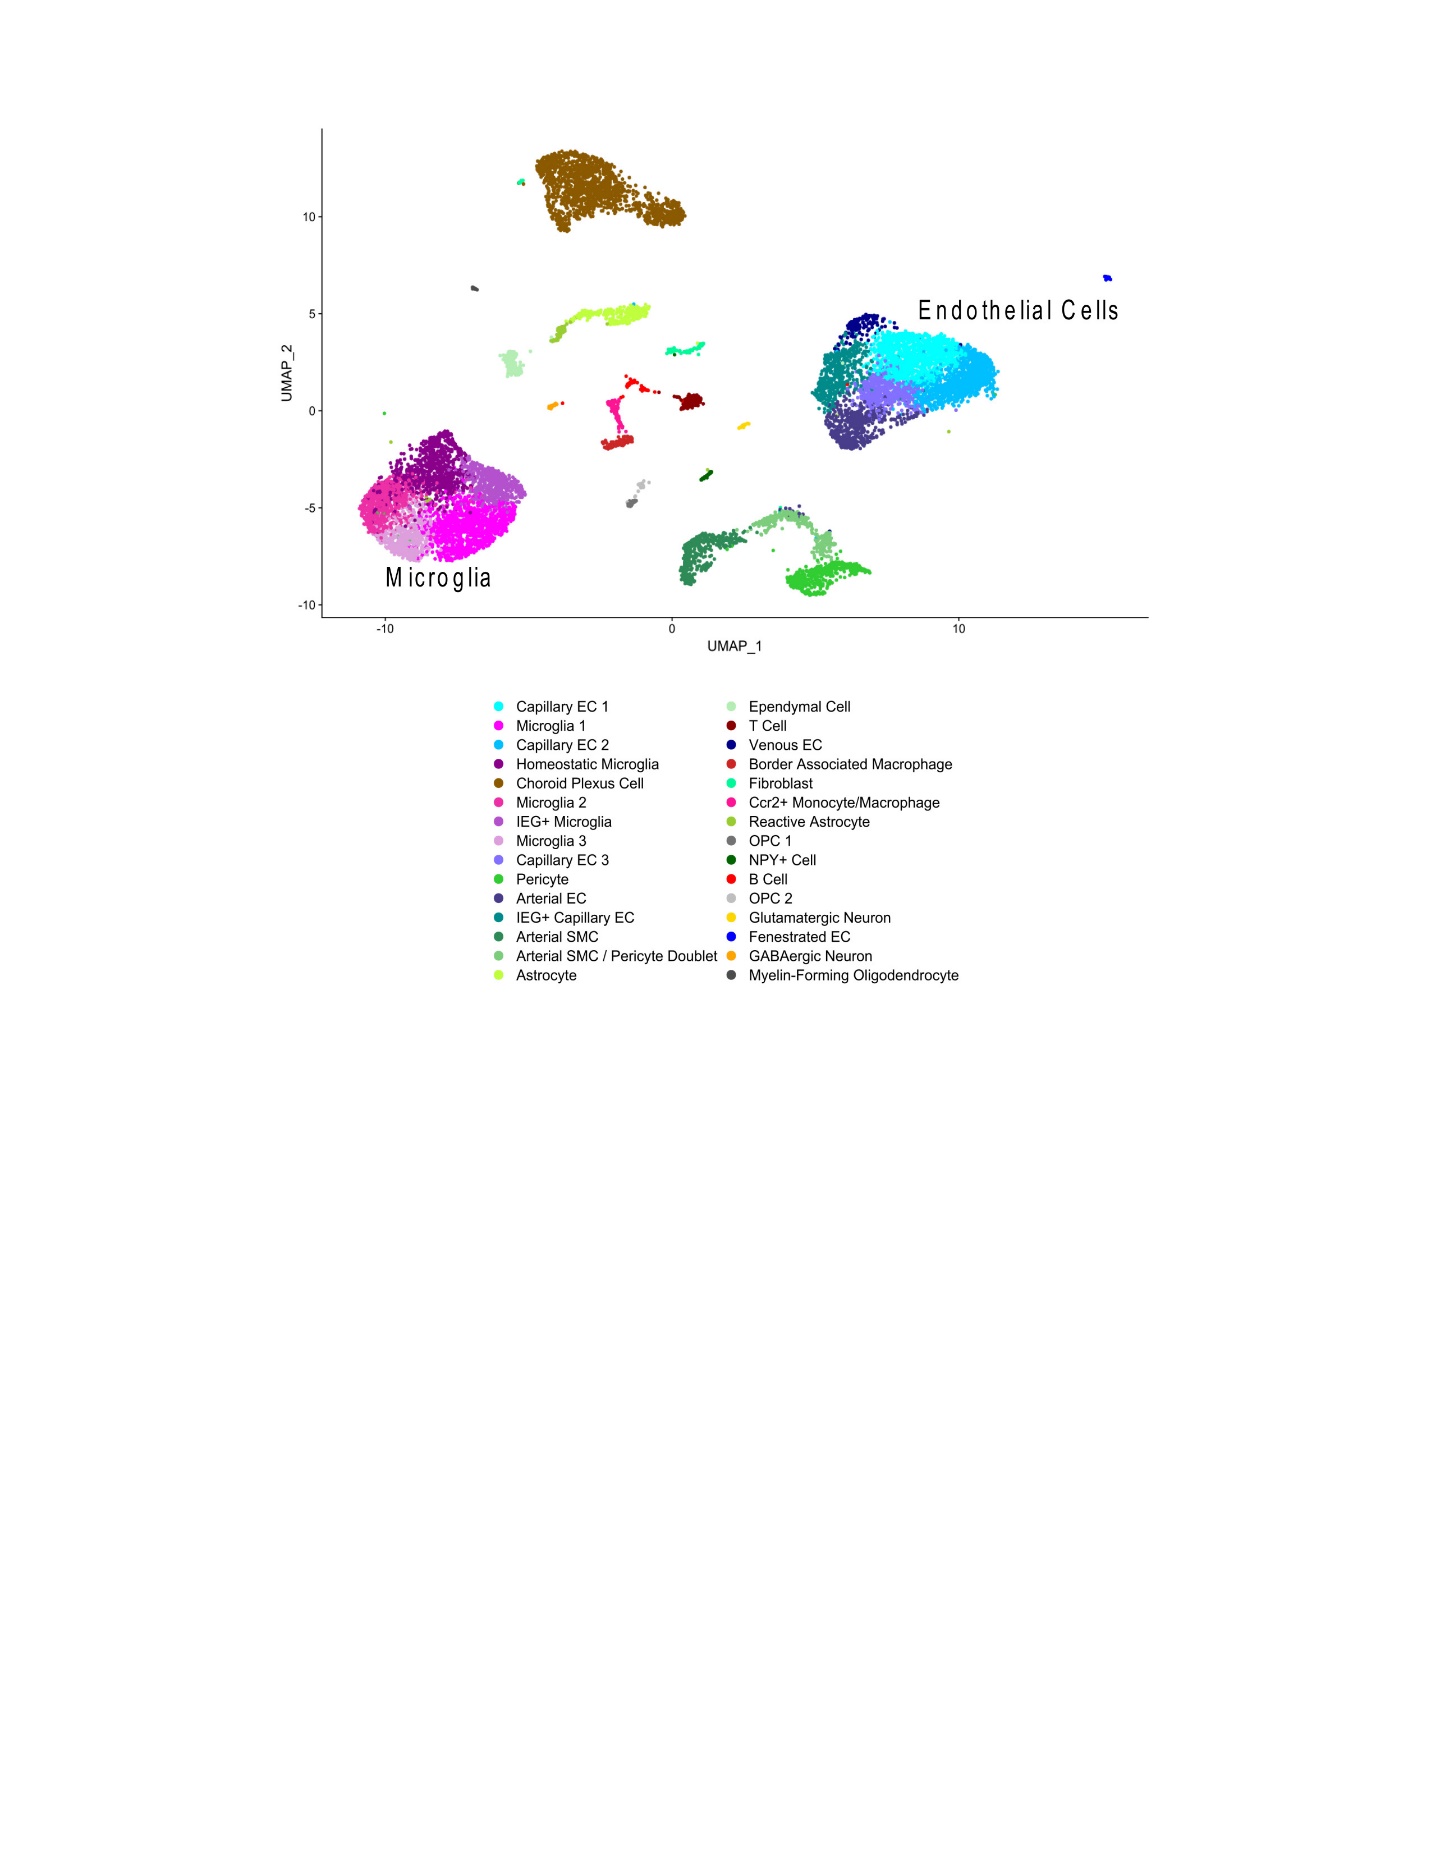

**Fig. S5 Unsupervised sub-clustering of EC and Microglia clusters.** UMAP of 12,744 cells following QC and integration from all CSD and HC samples showing sub-clustering of capillary endothelial cell and microglia clusters.

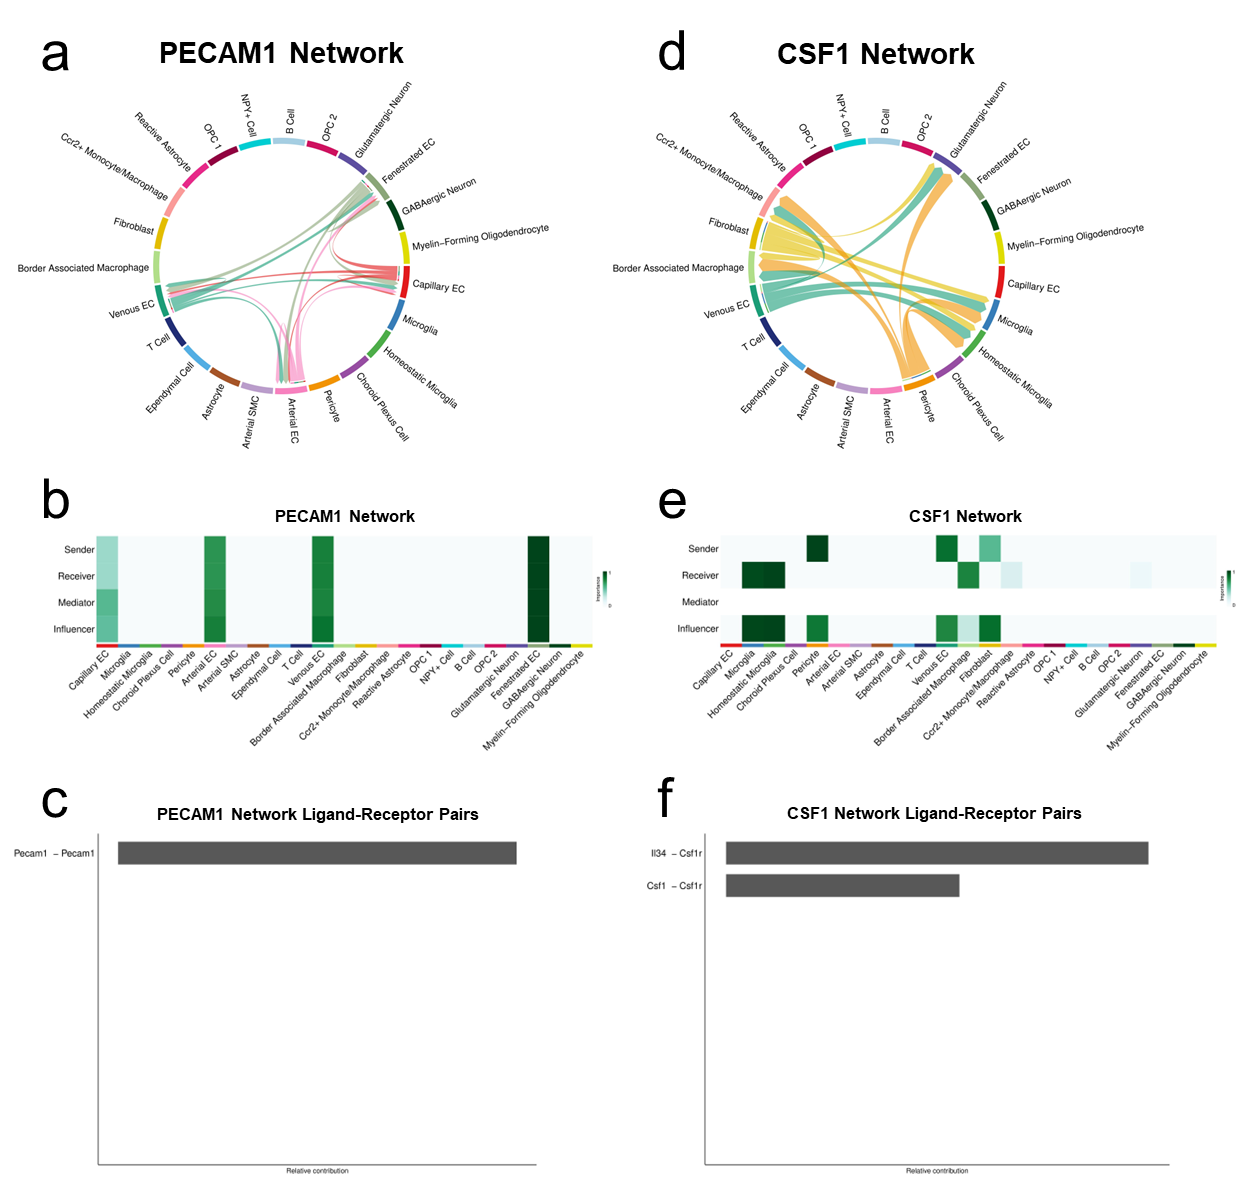

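The PECAM1 and CSF1 networks were inferred by CellChat over the cells of both conditions together. The program multiplies the average level of a ligand in a sending class by that of its receptor in a receiving class and compares the product with those of shuffled class labels, so a pair can be inferred only where both genes pass the average. With cells thinned to 1000 UMIs, the PECAM1 gene passed in 4, 4, 3 and 3 classes of CSD libraries 1 and 2 and HC libraries 1 and 2, and the CSF genes in 2, 4, 3 and 3 pairs of class and gene. For Pecam1 the thinned shares were 27.4%, 45.3%, 35.0% and 29.8% of arterial EC and 40.0%, 37.5%, 29.4% and 39.4% of venous EC.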

**Fig. S6 CellChat predicts well-known endothelial cell and microglia cell-cell communication and ligand-receptor interactions in neurovascular cells.** (a, b, c) PECAM1 network for all cells (HC and CSD combined) visualized with Cell-cell communication chord diagram (a), centrality heatmap (b), and contributing ligand-receptor pairs (c) predicted by CellChat. (d, e, f) CSF1 network for all cell types (HC and CSD combined) visualized with Cell-cell communication chord diagram (d), centrality heatmap (e), and contributing ligand-receptor pairs (f) predicted by CellChat. Abbreviations: CSF1 = colony stimulating factor 1; EC = endothelial cell; SMC = smooth muscle cell; OPC = oligodendrocyte precursor cell; HC = home cage; CSD = chronic social defeat.

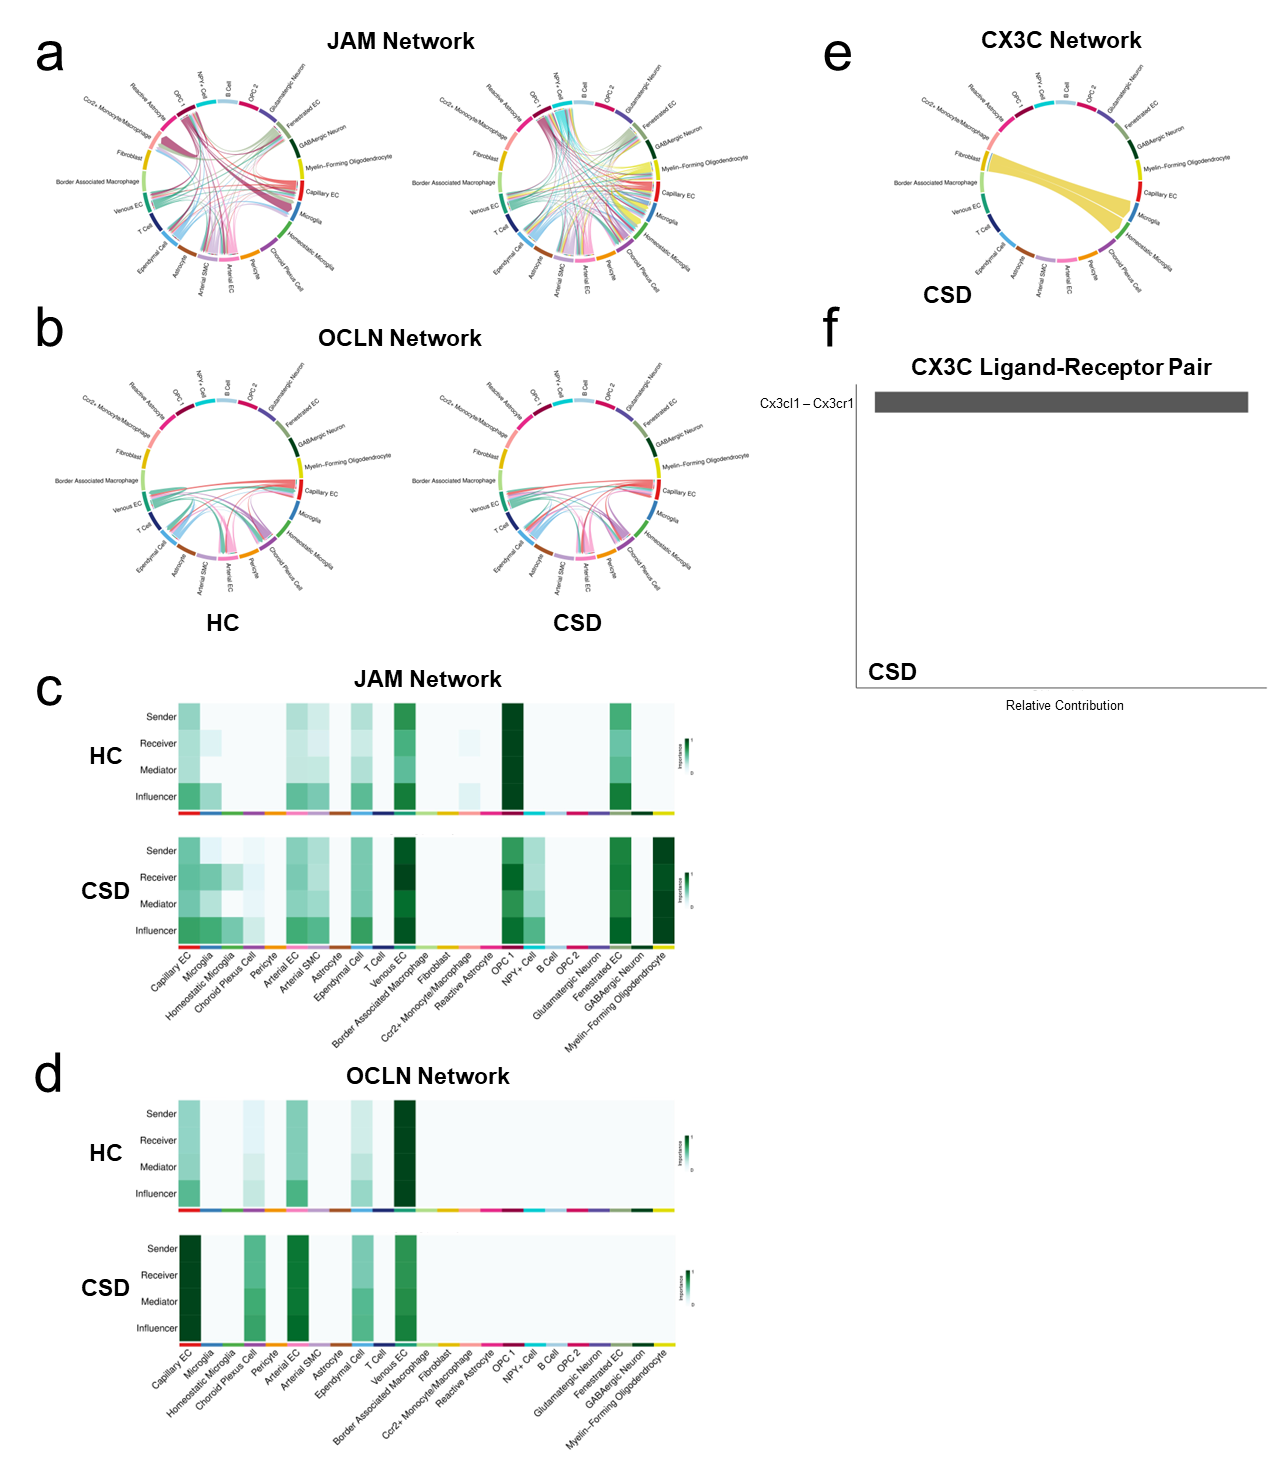

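The JAM and OCLN chord diagrams draw inferred interactions between classes, which come from pooled cells of a condition and carry no spread between libraries. In all cells, before thinning, 26 and 36 pairs of class and JAM gene were detected in CSD libraries 1 and 2, and 29 and 18 in HC libraries 1 and 2. For Jam2, capillary EC thinned to 1000 UMIs had a UMI in 28.3%, 26.4%, 28.5% and 31.0% of cells. Both CSD libraries thus lay below both HC libraries, with CSD library 1 close to HC library 1. The shares were 4.65%, 6.73%, 4.97% and 7.02% of microglia outside the named subclasses. In all capillary EC they were 30.4%, 36.2%, 38.6% and 28.8%, where the libraries of the conditions overlapped.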

**Fig. S7 Predicted cell-cell communication and ligand-receptor interactions implicate BBB dysfunction and immune activation following CSD.** (a, b) Chord diagrams showing JAM (a) and OCLN (c) cell-cell communication networks for HC and CSD inferred from CellChat. (c, d) Centrality heatmaps for JAM (c) and OCLN (d) networks comparing predicted cellular contribution between HC and CSD for each cell type calculated from CellChat. (e) Chord diagram showing the CSD-specific CX3C cell-cell communication network inferred from CellChat. (f) Ligand-receptor pairs contributing to the CSD-specific CX3C network predicted by CellChat. Abbreviations: JAM = junctional adhesion molecule; OCLN = occludin; EC = endothelial cell; SMC = smooth muscle cell; OPC = oligodendrocyte precursor cell; HC = home cage; CSD = chronic social defeat.

# Supplementary material for: Chronic social defeat alters brain vascular-associated cell gene expression patterns leading to vascular dysfunction and immune system activation
**Source:** J Neuroinflammation. 2023 Jun 28;20:154. doi: 10.1186/s12974-023-02827-5
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Identifying key signature genes for BVAC clusters.

Chronic social defeat alters brain vascular-associated cell gene expression patterns leading to vascular dysfunction and immune system activation

Joshua D. Samuels^1*^, Madison L. Lotstein^1^, Michael L. Lehmann^1^, Abdel G. Elkahloun^2^, Subhadra Banerjee^3^, Miles Herkenham^1^

**Additional File 2: Table 1.**

| **Table S1. Key signature genes for BVAC cell clusters.** | | | |
| --- | --- | --- | --- |
|  | **Cell Type** | **Signature Genes** | |
| **Endothelial Cells** | Capillary EC 1 | *Cldn5, Itm2a, Ly6c1, Ly6a, Flt1* | *Slc7a5, Slc16a1, Mfsd2a* |
|  | Capillary EC 2 |  | *Slc7a5, Slc16a1, Mfsd2a* |
|  | Capillary EC 3 |  | *Slc7a5, Slc16a1, Mfsd2a* |
|  | Arterial EC |  | *Gkn3, Stmn2, Bmx* |
|  | Venous EC |  | *Icam1, Vcam1, Vwf* |
|  | Fenestrated EC |  | *Plvap, Plpp1, Cd24a, Esm1* |
|  | IEG+ Capillary EC |  | *Fos, Jun, Junb* |
| **Microglia** | Homeostatic Microglia | *Cx3cr1, Hexb, Tmem119, P2ry12, Csf1r* | *C1qa, Tmem119, Ctss* |
|  | Microglia 1 |  | *Ccl3, Ccl4* |
|  | Microglia 2 |  | *Ila, Gadd45, Nfkbia, Gpr84* |
|  | Microglia 3 |  | *Ccl3, Ccl4, Ila, Gadd45, Nfkbia, Gpr84* |
|  | IEG+ Microglia |  | *Fos, Fosb, Egr1* |
| **Perivascular Cells** | Pericyte | *Vtn, Pdgfrb, Kcnj8, Atp13a5* | |
|  | Arterial SMC | *Vtn, Pdgfrb, Acta2, Tagln, Tmp2, Mylk, Myh11* | |
|  | Arterial SMC/Pericyte Doublet | *Vtn, Pdgfrb, Mylk, Myh11* | |
|  | Astrocyte | *Gria2, Bcan, Ttyh1, Ntsr2* | |
|  | Reactive Astrocyte | *Aldoc, S100b, Mt1, Mt2, Mt3* | |
| **Immune Cells** | T Cell | *Ccl5, Ms4a4b, Cd3d, Trbc2* | |
|  | B Cell | *Cd74, Ly6d, H2-Ab1, Cd79a* | |
|  | Border Associated Macrophage | *Pf4, Mrc1, F13a1, Ms4a7* | |
|  | Ccr2+ Monocyte/Macrophage | *Ccr2, H2-Eb1, Cd44, H2-Aa* | |
| **Other Parenchymal Cells** | Ependymal Cell | *Tmem212, Ccdc153, Foxj1, Rarres2* | |
|  | Fibroblast | *Dcn, Spp1, Lum, Col1a1* | |
|  | Myelin-Forming Oligodendrocyte | *Ermn, Mog, Mal, Aplp1* | |
|  | OPC 1 | *Pdgfra, Olig2, Sox10* | |
|  | OPC 2 | *Pdgfra, Olig1, Opcml, Slc6a1* | |
|  | Glutamatergic Neuron | *Grin1, Slc17a7, Nrxn3, Trank1, Kcnq2* | |
|  | GABAergic Neuron | *Gad2, Robo2, Sox11, Nrxn3, Stmn2* | |
|  | Npy+ Cell | *Npy, Fabp7* | |
|  | Choroid Plexus Cell | *Folr1, Enpp2, Kcnj13, Ttr* | |
| *Abbreviations: EC = endothelial cell; IEG = intermediate early gene; SMC = smooth muscle cell; OPC = oligodendrocyte precursor cell.* | | | |

How the deposited data were processed for this re-analysis (not part of the article)

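Single-cell RNA sequencing of brain vascular-associated cells was analysed from 4 libraries, CSD 1, CSD 2, HC 1 and HC 2, each made from the pooled cells of 4 mice after 14 days. The 16 mice give n = 2 libraries per condition, and a library is the unit of every comparison between CSD and HC. For each library the authors deposited a matrix of whole-number UMI counts per gene and barcode, made with CellRanger from the reads, without cell calling or normalization. The header of the matrices names version 3.1.0 and the paper version 6.0, and neither names the genome build. Every column of values belonged to a library, and all 4 libraries were used. Behaviour was not analysed here.

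A barcode was kept as a cell with at least 500 UMIs, at least 250 genes, at most 25% mitochondrial UMIs and at least 0.8 log10 genes per log10 UMIs, as in the paper. Each library was normalized with SCTransform (sctransform 0.4.2 in Seurat 5.3.0, R 4.3.3), the libraries were integrated over 3000 variable genes, and cells were clustered on 40 principal components at a resolution of 1.6 with seed 42. The paper used Seurat 4.0.2. A second clustering left the 691 genes of Table S2, which holds 987 entries in 16 classes, out of the variable genes, and another used log-normalized counts of the merged libraries without integration. The comparisons of gene levels between CSD and HC used the second, which left 2100 cells in 6 unnamed clusters, and shares of cells and ligand and receptor genes the first. Homeostatic microglia were compared from the first too, since their own markers are in Table S2. In the second clustering the venous cluster of 235 cells was led by Vwf, Lcn2, Ch25h, Tmem252, Slc38a5, Fmo2, Cxcl1, Vcam1, Il1r1 and Net1, which include genes of inflammation, and Cxcl1 was not among the genes left out.

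Clusters were named from marker lists. A marker counted where its CPM plus 20 was at least 2 times that of the other cells, at least 3 markers were needed, and a cluster in which a second type with 3 markers reached 0.6 of the best score was left unnamed as mixed. A cluster whose 10 leading genes held more markers of another type than its own was left unnamed too. Among EC and among microglia a fold of 1.1 was used. The marker lists were written before the data were examined, as were the tests, the alternatives, the rule for the genes named and the gene lists. The limits of the naming step were set after the leading genes and the cells per library had been seen, and before any comparison of CSD with HC. They kept 5 clusters of the first clustering out of the classes, among them the cluster with markers of neutrophils and Ccr2+ monocytes, with the unnamed cells making up 7.21% ± 3.23 of the CSD and 10.8% ± 1.63 of the HC libraries (SD, n = 2). Doublets were scored with Scrublet in scanpy 1.11.5 (expected share 6%, seed 0), which marked 124 of 14370 cells. The marked cells were kept, and leaving them out was an alternative. It marked under 0.5% of the cells of CSD library 1.

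UMI counts were summed per library and class over 9 classes that held at least 10 cells in every library. They were compared with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit and glmQLFTest), two-sided, with Benjamini-Hochberg adjustment over the genes tested in a class and a threshold of 0.05. The text names every gene that the paper gives for a conclusion in its text or in the pathways of Fig. 4, and up to 5 genes per class and direction with the largest log2 fold change among the DE genes whose CSD libraries both lay on one side of both HC libraries. Genes named outside this rule are those whose CSD effect differed between EC classes, the markers of venous EC and neutrophils used in a test, and Hbb-bt. Hspa1a and Hspa1b are nearly identical copies, so their levels are uncertain. Some genes that the rule covers are not reported here.

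Whether the CSD effect differed between venous EC and another EC class was tested with an interaction term of class and condition on the paired sums, with the robust form of edgeR's fit. Gene lists were tested with limma 3.58.1 (camera at a preset correlation of 0.01, fry, and camera with an estimated correlation), for lists with at least 3 genes tested. There were 12 lists, written by hand: glucocorticoid response, immediate-early and dissociation, heat shock, adhesion and acute inflammation, interferon gamma response, tight junction, nuclear oxidative phosphorylation, mitochondrially encoded genes, homeostatic microglia, disease-associated microglia, choroid plexus cell and cytosolic ribosome. Of their genes, Table S2, which comes from these libraries, holds 15 of 20, 17 of 22, 17 of 20, 5 of 16, 0 of 23, 3 of 15, 14 of 61, 10 of 13, 7 of 14, 3 of 17, 5 of 15 and 22 of 61, in that order.

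Shares of cells were compared with exact two-sided permutation tests over libraries, and intervals are exact (Clopper-Pearson, 95%). Intervals and the floor of 3 counts for genes at 0 cover counting error only. Free RNA was measured in barcodes with at most 100 UMIs (20 as an alternative) and subtracted from the sums as an alternative. Ligand and receptor genes were counted where over 25% of the cells of a class had a UMI (10% as an alternative), after thinning each cell to 1000 UMIs with seed 7. The paper's test on cells, a rank-sum test on counts scaled to 10000 per cell with Bonferroni adjustment, was run for capillary EC and microglia on the 3 ways of splitting 4 libraries into pairs, only to count genes, over genes found in at least 10% of the cells of a side.

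The scripts were tested on simulated counts (seed 11) drawn from the real means, with 200 genes changed by a log2 fold change of 2. The edgeR test recovered 95.5% of them in capillary EC (7639 genes), 87.0% in arterial EC (5683), 82.5% in venous EC (3721), 83.5% in microglia (9674), 90.0% in choroid plexus cells (11121), 83.5% in pericytes (2810), 82.0% in arterial SMC (6214), 17.0% in fibroblasts (2258) and 77.0% in homeostatic microglia (3106). False calls by edgeR numbered 10, 6, 8, 10, 5, 6, 2, 0 and 7 in the same order of classes. The interaction test of venous against capillary EC recovered 19.5% of 200 genes among 7452, with 0 false calls, so it misses most differences of that size. The rank-sum count recovered 200 of 200 genes with 0 false calls among 3000. Its simulated cells had no differences between libraries, so it does not cover false calls from those. On simulated counts without a change, 4 of 107 list tests had an unadjusted p under 0.05 with camera and 4 with fry. Genes were drawn independently there, so this does not test whether the preset correlation suits the real data.

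The depth was between 27297599 and 30361474 UMIs per library. The venous class held between 147377 and 282811 UMIs per library and the capillary class between 758761 and 1134738, so that low genes were tested in fewer classes. Alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors in place of TMM, no filter on low counts, at least 10 counts in every library, the replicate number as a block, cells with at least 1000 UMIs, barcodes above a CellRanger-style limit (10% of the 99th percentile of the 3000 largest), Scrublet doublets left out, classes from the other clustering, free RNA subtracted, and each library left out in turn. Positions were taken from GENCODE's annotation of GRCm38 for the 31011 gene identifiers it holds. Tables S3, S4 and S5 were held only in part, so no overlap or set test was made on them, and the pathway collections and CellChat were not used here. Other tools were numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, data.table 1.17.8 and Python 3.11.15.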

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

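All tests of explanations in this part were chosen after the results were seen, and the robust form of the interaction test replaced a first form after its results had been seen. The first form gave 12 genes whose CSD effect differed between venous and capillary EC and 12 between venous and arterial EC. The robust form gave 8 of 7452 and 9 of 5456 genes tested, of which 6 and 8 also had the venous minus other level of both CSD libraries on one side of both HC libraries. Vcam1 was among the differences against both classes in the first form and against neither in the robust one.

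A signal outside the genes the paper discusses appeared in venous EC. Cxcl1 (chromosome 5, 90891241 to 90893115, GRCm38), which encodes a chemokine that attracts neutrophils, is in no class of Table S2. It had 1607 ± 592 CPM in CSD and 280.1 ± 50.8 in HC (SD, n = 2 libraries each), a log2 fold change of 2.50 (standard error 0.29, adjusted p = 0.00031 from edgeR's quasi-likelihood test). Rnd1 (chromosome 15, 98663421 to 98677461) had 198 ± 103 against 28.7 ± 9.13 CPM, a log2 fold change of 2.66 (standard error 0.48, adjusted p = 0.013 from edgeR), and 2.05 without CSD library 2. It was not called when barcodes came from the CellRanger-style limit or classes from the other clustering. Ackr1 (chromosome 1, 173331886 to 173333750), the gene of an atypical chemokine receptor of venules, had 25 and 107 UMIs in the CSD libraries and 0 in both HC libraries. Against the floor of 3 counts it was at least 13.8-fold higher in CSD, at least 4.34-fold in CSD library 1 alone and 23.3-fold in CSD library 2 alone. It was not called with that limit, with those classes or with the robust form of edgeR's fit.

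Together with Lcn2 and Csf1, these 3 genes were weighed against technical explanations. Free RNA in the suspension is argued against, since 5 of the 5 genes were still called after each library's empty-droplet profile was subtracted. Neutrophils among the venous EC are argued against by 0 UMIs of the markers S100a8, S100a9, Retnlg and Csf3r in the venous EC of both CSD libraries, where the class held 909710 UMIs over all 4 libraries. Choroid plexus cells or their RNA among the venous EC could give at most 0.337% of the level of any of the genes in a CSD library. A higher number of UMIs in the venous EC of the CSD libraries is argued against by CSD library 2, whose median venous EC held 1606 UMIs against 1943 in HC library 1. With venous EC of at least 1000 UMIs each thinned to 1000, 5 of 5 genes were higher in both CSD libraries, though for Rnd1 this rests on 2 UMIs in CSD library 1 against 1 in HC library 2, from 1 random draw. Cells placed among the venous EC by these genes themselves are argued against too. Over all endothelial cells together, 5 of 5 genes were higher in both CSD libraries, for example Lcn2 at 80.7 and 116 CPM in CSD against 2.70 and 1.97 in HC, and Csf1 at 48.4 and 83.0 against 29.1 and 34.2 CPM.

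Another mix of vein segments among the venous EC stays open. The median log2 fold change of 6 other venous markers was 0.16, with Slc38a5 at −0.11 and Fmo2 at −0.02 but Il1r1 at 1.13, so the markers went both ways and the test cannot decide. No label names a batch, so a batch was not tested. An effect of CSD itself on these cells is the other open explanation, and these explanations cannot be told apart with 2 libraries per condition and a single venous cluster.

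The CSD effect on several genes differed between venous EC and another EC class by the interaction test. Against capillary EC, the difference on the log2 scale, venous minus capillary, was 3.15 for Csf1 (standard error 0.44, adjusted p = 2.2e-05 from edgeR) and 1.1 for Akap12 (0.25, 0.050), which rose more in venous EC. It was −0.63 for Jun (0.13, 0.023), −0.77 for Fos (0.14, 0.0027) and −1.22 for Hspa1a (0.25, 0.014), which rose in capillary EC by 0.61, 0.82 and 1.30 and changed in venous EC by −0.09, −0.02 and 0.05. The clustering used for this comparison set no IEG+ EC apart. With classes from the other clustering, which does, Fos changed by 0.88 in capillary EC.

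Against arterial EC, the difference was 3.67 for Csf1 (standard error 0.66, adjusted p = 5.6e-05 from edgeR), 1.88 for Cxcl1 (0.30, 1.1e-06), 2.22 for Cxcl2 (0.41, 0.00011) and 3.05 for Rnd1 (0.70, 0.011). It was −0.76 for Ptn (0.15, 0.00032), −0.68 for Slc6a6 (0.16, 0.012) and −0.98 for Tmem252 (0.23, 0.012), which rose in both classes, by 1.73 in venous and 2.69 in arterial EC. For Cxcl2 the conditions were barely separated. Its venous minus arterial log2 level was 3.63 and 1.91 in CSD libraries 1 and 2, and 0.61 and 1.86 in HC libraries 1 and 2. Free RNA in the suspension as the cause of these differences is argued against, since 12 of the 12 differences other than those of Kcnj13 were still called after it was subtracted. Other technical explanations were not tested for them, and neither was a biological one.

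Kcnj13 (chromosome 1, 87386363 to 87394729, GRCm38), a choroid plexus gene, differed by 3.98 between venous and capillary EC (standard error 0.85, adjusted p = 0.025 from edgeR) and by 5.61 between venous and arterial EC (1.3, 0.012). A candidate source is choroid plexus cells or their RNA among the venous EC. The choroid plexus RNA there would give 53.0 CPM of Kcnj13 in CSD library 1, where 77.8 CPM was found, so most of the level in that library could be accounted for in that way. In CSD library 2 it would give 1.27 CPM where 4.43 CPM was found, which is 1 UMI, and that level was below the 13.6 CPM of HC library 2. The rise in venous EC thus lies in CSD library 1. For HC libraries 1 and 2 the same estimate gave 15.9 and 14.0 CPM, where 3.94 and 13.6 CPM were found. The estimate was thus well above the level found in HC library 1, which was 1 UMI, so it is a rough one. The difference between the classes also rests on capillary EC. There Kcnj13 was at 14.8 and 1.76 CPM in CSD libraries 1 and 2 and at 15.8 and 39.4 CPM in HC libraries 1 and 2. CSD library 1 was thus close to HC library 1, and the low level lies in CSD library 2. This capillary part was not tested.

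Adamts9 (chromosome 6, 92772699 to 92943492, GRCm38), the gene of a secreted protease, is in no class of Table S2 and rose in capillary EC by 2.50 on the log2 scale (standard error 0.52, adjusted p = 0.045 from edgeR). Scaled to the class total, its levels were 17.3 and 32.6 CPM in the CSD libraries and 5.27 and 3.94 CPM in the HC libraries. Free RNA in the suspension is argued against by the microglia of the same libraries, whose largest level in CSD was 0.314 CPM. The call itself was not kept with DESeq2's size factors, with classes from the other clustering, with endothelial clusters without a subtype counted as capillary EC, or after free RNA was subtracted, where adjusted p-values from edgeR lay between 0.056 and 0.155. No other technical explanation and no biological one was tested for it.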

How the results depend on the processing

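The alternatives that let a gene with scattered libraries keep its own spread (robust squeezing), that counted endothelial clusters without a subtype as capillary EC and that crossed the replicate numbers were chosen after the data were seen. Of the results for single named genes and classes, 203 were compared over the alternatives. Over all alternatives 2567 comparisons kept their direction and their side of the threshold, 64 became weaker, 89 stronger and 16 reversed, and 201 moved by more than the spread when a library was left out. By setting, DESeq2 made 10 results weaker and 10 stronger, DESeq2's size factors made 5 weaker, no filter on low counts 25 stronger, at least 10 counts in every library 8 stronger, at least 1000 UMIs per cell 11 weaker, the CellRanger-style limit 7 weaker, Scrublet 8 stronger, classes from the other clustering 11 weaker and 1 stronger, endothelial clusters without a subtype 3 weaker, subtracting free RNA 6 weaker and 2 stronger, and robust squeezing 6 weaker and 14 stronger. The cause was not tested, apart from those noted as following from how an alternative is made.

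The number of DE genes depended on the test and on the filter on low counts. With no filter there were 136 DE genes in capillary EC, 54 in arterial EC, 57 in venous EC, 26 in choroid plexus cells, 7 in pericytes, 13 in arterial SMC and 46 in fibroblasts, against 42, 3, 17, 9, 1, 0 and 0 with the filter. With at least 10 counts in every library there were 11 in arterial EC, 9 in venous EC, 17 in choroid plexus cells and 0 in homeostatic microglia. DESeq2 called 1 gene in microglia, 3 in fibroblasts and 0 each in choroid plexus cells, pericytes and homeostatic microglia, and left 4767 capillary and 3421 venous genes without an adjusted p. Robust squeezing called 77 genes in capillary EC, 16 in arterial EC and 3 in pericytes.

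The choice of cells and classes moved the counts as well. With at least 1000 UMIs per cell there were 18 DE genes in capillary EC, 1 in arterial EC and 0 each in pericytes and homeostatic microglia. Barcodes above the CellRanger-style limit gave 1 in arterial EC and 5 in venous EC, and could not be run for capillary EC, pericytes, fibroblasts and homeostatic microglia, where a library held 5, 0, 6 and 0 cells. Without Scrublet doublets there were 78 in capillary EC, 8 in arterial EC and 20 in choroid plexus cells. Scrublet marked no venous EC, so that alternative changes nothing there. Classes from the other clustering gave 1 in arterial EC, 7 in venous EC and 0 in pericytes. With free RNA subtracted there were 25 in capillary EC and 10 in arterial EC.

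Of the genes of Table S2 with a shared direction, the number that were DE changed alike. In capillary EC it was 81 with no filter, 55 with robust squeezing, 18 with at least 1000 UMIs, 55 without Scrublet doublets and 23 with free RNA subtracted. In arterial EC it was 27 with no filter, 10 with at least 10 counts, 12 with robust squeezing, 6 without Scrublet doublets, 7 with free RNA subtracted and 1 each with DESeq2's size factors, at least 1000 UMIs, the CellRanger-style limit and the other clustering. In venous EC it was 10 with no filter and 3 with the CellRanger-style limit. In microglia it was 1 with DESeq2. In choroid plexus cells it was 0 with DESeq2, 13 with no filter and 14 with at least 10 counts. In pericytes it was 2 with no filter and 0 with DESeq2, at least 1000 UMIs and the other clustering, in arterial SMC and fibroblasts 1 each with no filter, and in homeostatic microglia 0 with DESeq2, at least 10 counts and at least 1000 UMIs. The number of genes with a shared direction was 218 in choroid plexus cells without CSD library 1 and 342 without CSD library 2, 27 and 32 in homeostatic microglia without CSD library 1 and without HC library 2, and 1 in fibroblasts with at least 10 counts and in the fits without CSD library 2 and without HC library 2.

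Whether the replicate numbers pair the libraries was not settled. Over gene totals, CSD library 1 and HC library 1 lay closest, and CSD library 2 and HC library 2 farthest apart. In thinned microglia, the rank-sum test called 482 genes between the same-numbered pairs of libraries. It called 34 in the other mixed split and 108 between CSD and HC. A batch shared by same-numbered libraries is thus not excluded in microglia. The correlation of the deviations of same-numbered libraries was 0.051 in capillary EC, 0.090 in arterial EC, 0.089 in venous EC, 0.370 in microglia, 0.086 in choroid plexus cells, −0.021 in pericytes, 0.056 in arterial SMC, −0.337 in fibroblasts and 0.139 in homeostatic microglia, and nothing in the paper or the labels gives the numbers a meaning. With the replicate block there were 186 DE genes in capillary EC, 1 in arterial EC, 7 in venous EC, 21 in microglia, 35 in choroid plexus cells, 9 in pericytes, 14 in fibroblasts and 3 in homeostatic microglia. Of the Table S2 genes with a shared direction, 117 were DE in capillary EC, 1 in arterial EC, 12 in microglia, 17 in choroid plexus cells, 2 in pericytes and 3 in homeostatic microglia. The block made 5 results for named genes weaker and 21 stronger, and Klf4 in microglia reversed to −0.0047. In fibroblasts, the block with crossed numbers gave 0 DE genes.

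The 50 list tests called by camera at the preset correlation were 0 with fry and 0 with an estimated correlation. None of the results for genes that reversed was called in either form. Bag3 in capillary EC was −0.0056 with DESeq2's size factors, −0.012 with at least 10 counts, −0.048 with at least 1000 UMIs, −0.026 without Scrublet doublets and −0.0074 with free RNA subtracted. With barcodes above the CellRanger-style limit, Vcam1 in arterial EC was 0.045, Akt1 −0.21, Ccl12 0.036, Cdkn1a −0.14, Bag3 −0.31 and Tyrobp −0.24 in microglia, and Bag3 −0.076 in arterial SMC. Col3a1 in fibroblasts was 0.23 with at least 1000 UMIs, and Aif1 in homeostatic microglia 0.014 with DESeq2 and 0.0057 with its size factors.

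The share of EC, CSD minus HC, ranged from −5.58 to 11.5 percentage points across the 4 fits that each left out one library, that of pericytes from −1.38 to 2.81, of arterial SMC from −0.994 to 1.24 and of astrocytes from −0.243 to 4.23. The difference in arterial SMC was −0.156 with at least 1000 UMIs, and with the CellRanger-style limit those of border-associated macrophages and unnamed cells were 0.0073 and 0.098. That limit left 719, 834, 555 and 1260 cells in CSD libraries 1 and 2 and HC libraries 1 and 2, and 1000 UMIs left 3181 in HC library 2, which follows from the stricter limits.

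Without thinning, 96, 127, 109 and 59 pairs of class and ligand or receptor gene were detected in the 4 libraries, and 97, 104, 100 and 93 with more than 10% of thinned cells as the limit. With cells thinned, the rank-sum test on cells gave 75 genes in capillary EC between CSD and HC, and 31 and 40 in the mixed splits of the libraries. In microglia it gave 108 between CSD and HC, and 482 and 34 in the mixed splits.

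The depth limits the smaller classes. In fibroblasts, with 16 cells in the smallest library, the self-test recovered 17.0% of the changed genes, so a count of 0 there says little about the effect of CSD.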

Differences from the paper's values

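No value in this part was tested for its cause. The paper's Table S2 counts genes called by a test on cells, whereas the counts here are of genes DE between libraries. The paper's count for capillary EC is 216 genes and the count here was 42. Of the alternatives set before the data were examined, the replicate block came within the margin with 186 genes, and the others, among them no filter on low counts with 136, did not. For arterial EC the paper's count is 45 and the count here was 3. No filter on low counts gave 54, and no other alternative set before the data were examined came close. The paper's count for fibroblasts is 2 and the count here was 0, and DESeq2 closed the gap with 3 genes.

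For the other classes none of the alternatives set before the data were examined closed the gap. The paper's count for microglia is 192 and the count here was 0, with 21 under the replicate block as the highest. The class here also held homeostatic and IEG+ microglia, which the paper kept apart. For choroid plexus cells the paper's count is 348 and the count here was 9, with 35 under the replicate block as the highest. The paper's count for pericytes is 16 and the count here was 1, with 9 under the replicate block. For arterial SMC the paper's count is 8 and the count here was 0, with 13 when no filter was set. The paper's count for homeostatic microglia is 59 and the count here was 1, with 3 under the replicate block. The fold changes of Table S2 were not compared gene by gene, since no change of log base brought them onto the scale used here.

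In direction, 1 of the 12 genes that Table S2 lists for venous EC, 6 of 191 in microglia, 14 of 347 in choroid plexus cells and 6 of 59 in homeostatic microglia had the other sign here. The paper states that tight junction pathways were lower in capillary and arterial EC, through Cldn5. Here Cldn5 was not DE in either class under any alternative, with a log2 fold change of −0.13 and −0.32. The paper states that interferon gamma signaling was higher in venous EC. Vcam1 and Icam1, on which that pathway rests, were higher here. A separate list of genes induced by interferon gamma, written by hand and holding no gene of Table S2, had a median log2 fold change of −0.42. It was called lower by camera at the preset correlation but not with fry.

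The paper states that microglia populations showed lower pathways of activation and of the response to injury. None of the 7 microglial genes behind them was DE here, and Tyrobp changed by 0.05 in the other direction. The paper states that extracellular matrix pathways were lower in fibroblasts, which rests on Ttr. Ttr changed by −0.27 here, with 4.20 without one library and −6.62 without another. The paper states that more interactions were inferred in CSD. The number of detected pairs of class and gene was 34 and 48 in the CSD libraries and 41 and 30 in the HC libraries.

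Several genes that the paper names were called here only under some alternatives, of which robust squeezing was chosen after the values were seen and the others were set before. In capillary EC, Fos, Jund, S1pr1 and Nfkbia were called with DESeq2, with no filter on low counts, under the replicate block, with robust squeezing and without Scrublet doublets, and Nfkbia also with at least 10 counts in every library. Klf4 was called with DESeq2, with no filter, under the block and with robust squeezing, and Klf2 and Hspa8 with the first 3 of these. Rhob and Nr4a1 were called with no filter, under the block, with robust squeezing and without Scrublet doublets, and Nr4a1 also with at least 10 counts and with classes from the other clustering. Hsp90aa1, Hsph1, Dnaja1 and Mcl1 were called with no filter and under the block, and Adgrg1 under the block.

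In arterial EC, Angptl4, Cdkn1a, Gch1, Hsph1 and Cebpd were called with no filter and with robust squeezing, and Dnaja1 with no filter. Of these, Cdkn1a, Gch1 and Cebpd were also called with at least 10 counts, Gch1 and Hsph1 with free RNA subtracted, and Gch1 without Scrublet doublets. In venous EC, Nfkbia and Slc2a1 were called with DESeq2 and with no filter, and Noct with no filter. In microglia, Fkbp5 was called with DESeq2 and under the block, and Ddit4, Adrb1 and Hsph1 under the block. In choroid plexus cells, Hspa1a and Hsph1 were called with no filter, with at least 10 counts, under the block and with robust squeezing, Hspa1a also without Scrublet doublets, and Cdkn1a with at least 10 counts and under the block. In fibroblasts, Fosl2 was called with no filter.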

Other observations

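The tests on Ttr, on ligand and receptor genes, on the rank-sum test and of the gene lists were set before the results were seen, and the test on Ttr per cell and the look at Hbb-bt were chosen after them.

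Table S2 lists Ttr as lower under CSD in nearly every class. Its share of the UMIs in barcodes with at most 100 UMIs was 6.45% ± 5.83 in CSD and 12.5% ± 2.08 in HC (SD, n = 2 libraries each), and with at most 20 UMIs it was 7.47%, 1.78%, 8.05% and 9.99% in CSD libraries 1 and 2 and HC libraries 1 and 2. In capillary EC Ttr made up 0.676%, 0.0991%, 0.607% and 1.24% of the UMIs in the same order, in arterial EC 0.283%, 0.0472%, 0.233% and 0.903%, in venous EC 1.80%, 0.0363%, 0.430% and 0.392%, and in microglia 0.424%, 0.0325%, 0.284% and 0.527%. A candidate explanation for the lower Ttr is free choroid plexus RNA that differs between the libraries. CSD library 2 was lowest in the empty droplets and in all 4 of these classes, but in 0 of the 4 classes did the share of Ttr follow the order of the empty droplets over all 4 libraries. A share of the UMIs of a class also moves with the UMIs per cell, so that test does not decide. Counted per cell, capillary EC held 8.53, 1.59, 9.12 and 11.7 UMIs of Ttr in CSD libraries 1 and 2 and HC libraries 1 and 2, in the order of the empty droplets. In arterial EC, microglia and pericytes, CSD library 1 (8.52, 8.49 and 10.3 UMIs) lay above HC library 1 (8.38, 8.25 and 7.79 UMIs), which the empty droplets did not show. The median log2 ratio of CSD to HC over capillary EC, arterial EC, microglia and pericytes was −1.08 per cell and −0.18 once divided by the Ttr share of the empty droplets. Free RNA thus accounts for most of the lower Ttr in these 4 classes, and a small effect of CSD on the cells is not excluded. The 4 classes were chosen after the values were seen. In venous EC, arterial SMC and fibroblasts, Ttr per cell was far above that of the other classes in at least 1 library, so for them free RNA, choroid plexus RNA from whole cells and an effect of CSD cannot be told apart. The list of choroid plexus genes was lower in capillary EC (0 of 12 genes higher, median log2 fold change −1.19, adjusted p = 3.7e-09 from limma's camera), microglia (0 of 12, median −0.68, adjusted p = 5.8e-07 from limma's camera), arterial EC (1 of 5, median −0.89), pericytes (0 of 3, median −1.49), arterial SMC (1 of 10, median −0.72) and homeostatic microglia (0 of 3, median −0.56). In venous EC 3 of 4 genes were higher (median 1.13, adjusted p = 0.96 from limma's camera).

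The paper infers more ligand and receptor interactions in CSD. Another explanation is that UMIs per cell or cells per class differ between the conditions. With cells thinned to the same number of UMIs, the lower CSD library had 34 detected pairs of class and gene, between the 41 and 30 of the HC libraries, so the CSD libraries did not both exceed the HC libraries once depth was equal. Before thinning they did not either. The test does not exclude a difference in the inferred interactions, which were not computed here, and the explanation by depth and the one by CSD cannot be told apart, since 2 libraries per condition overlapped in both counts.

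The paper's test counts cells as samples. If differences between single libraries were counted over cells, splits that put 1 CSD and 1 HC library on each side would also call many genes. In microglia the split of CSD against HC gave 296 genes, and the mixed splits gave 1080 and 3296, more than the conditions did. With cells thinned to the same UMIs they gave 108, 482 and 34, so that 1 mixed split still exceeded the conditions and the other fell below them, and much of the 3296 went with UMIs per cell. In microglia the number of genes called by a test on cells may therefore come from differences between single libraries, depth included. In capillary EC the split of CSD against HC gave 214 genes and the mixed splits 69 and 213. The largest mixed split nearly reached that of the conditions, but with thinned cells the conditions gave 75 and the mixed splits 31 and 40. With 3 splits of 4 libraries a share under 0.05 cannot be had, so for capillary EC the explanations cannot be told apart.

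Lists that belong to no claim were also compared. Cytosolic ribosomal genes were not past the threshold in capillary EC (24 of 61 higher, median log2 fold change −0.03, adjusted p = 0.27 from limma's camera) and were higher in microglia (54 of 61, median 0.20, adjusted p = 0.019 from limma's camera). In arterial SMC the list of homeostatic microglial genes was lower (0 of 7 higher, median −0.36), which are genes those cells should lack. No explanation was tested for these values, and none of the list calls held with fry.

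Several DE genes are not listed for their class in Table S2. These were 7 of the 42 genes in capillary EC, 1 of 3 in arterial EC, 11 of 17 in venous EC and 1 of 9 in choroid plexus cells, and 5, 0, 6 and 1 of them are in no class of Table S2. The last of these is Hbb-bt in choroid plexus cells, a hemoglobin gene found mainly in CSD library 1, with 36.8 CPM against 1.3, 1.8 and 0.1 CPM in the other libraries, which was picked out after its values were seen.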
